# *Caenorhabditis elegans* SET1/COMPASS Maintains Germline Identity by Preventing Transcriptional Deregulation Across Generations

**DOI:** 10.3389/fcell.2020.561791

**Published:** 2020-09-22

**Authors:** Valérie J. Robert, Andrew K. Knutson, Andreas Rechtsteiner, Steven Garvis, Gaël Yvert, Susan Strome, Francesca Palladino

**Keywords:** transgenerational, *elegans*, SET1, transcriptomics, cell identity, germline

## Abstract

Chromatin regulators contribute to the maintenance of the germline transcriptional program. In the absence of SET-2, the *Caenorhabditis elegans* homolog of the SET1/COMPASS H3 Lys4 (H3K4) methyltransferase, animals show transgenerational loss of germline identity, leading to sterility. To identify transcriptional signatures associated with progressive loss of fertility, we performed expression profiling of *set-2* mutant germlines across generations. We identify a subset of genes whose misexpression is first observed in early generations, a step we refer to as priming; their misexpression then further progresses in late generations, as animals reach sterility. Analysis of misregulated genes shows that down-regulation of germline genes, expression of somatic transcriptional programs, and desilencing of the X-chromosome are concurrent events leading to loss of germline identity in both early and late generations. Upregulation of transcription factor LIN-15B, the C/EBP homolog CEBP-1, and TGF-β pathway components strongly contribute to loss of fertility, and RNAi inactivation of *cebp-1* and TGF-β/Smad signaling delays the onset of sterility, showing they individually contribute to maintenance of germ cell identity. Our approach therefore identifies genes and pathways whose misexpression actively contributes to the loss of germ cell fate. More generally, our data shows how loss of a chromatin regulator in one generation leads to transcriptional changes that are amplified over subsequent generations, ultimately leading to loss of appropriate cell fate.

## Background

Preserving germ cell identity is essential for fertility and the passage of genetic information from one generation to the next. In *Caenorhabditis elegans*, loss of germ cell identity has been observed in multiple experimental contexts. Differentiated somatic cells were initially observed in the gonads of animals lacking conserved translational regulators MEX-3 and GLD-1 (Ciosk et al., 2006). Subsequently, forced expression of a master regulatory protein was shown to convert germ cells into somatic cells following RNAi knock-down of genes encoding histone chaperones (*lin-53* or *hmg-3*), Polycomb Repressive Complex 2 (PRC2) subunits, or overexpressing GLP-1/Notch (Tursun et al., 2011; Patel et al., 2012; Seelk et al., 2016; Kolundzic et al., 2018). In addition, altering H3K4 methylation levels in the germline (Katz et al., 2009; Käser-Pébernard et al., 2014; Robert et al., 2014), mutations in nuclear RNAi pathways (Weiser et al., 2017; Rogers and Phillips, 2020), or depletion of germ granules (called P granules in *C. elegans*) (Updike et al., 2014; Knutson et al., 2017) were shown to induce spontaneous loss of germline identity. The observation that multiple factors and pathways protect germline identity underlines the complexity of regulatory networks involved in this process. How these interact with each other remains to be established.

Expression profiling experiments have shown that P-granule components, PRC2, the H3K4 histone methyltransferase SET-2, and GLP-1/Notch signaling regulate germline transcriptional programs, and their deregulation is associated with decreased expression of germline genes and derepression of somatic genes (Gaydos et al., 2012; Robert et al., 2014; Seelk et al., 2016; Knutson et al., 2017). Deregulation of germline-specific transcriptional programs therefore plays an essential role in loss of germline identity. These experiments also revealed that multiple regulatory mechanisms converge on common sets of genes, as shown for the antagonistic roles played by PRC2/MES-4 and GLP-1/Notch signaling in regulating gene expression from the X and maintaining germ cell identity (Seelk et al., 2016).

Although the above studies have been useful in describing the transcriptional profiles appropriate for maintenance of a functional germline, they could not distinguish between genes whose misregulation directly contributes to loss of germline identity from those whose misregulation is a secondary consequence of this loss. In this study, the progressive loss of germline identity in animals lacking the SET1/COMPASS homolog SET-2 allowed us to compare transcriptional profiles from early generation mutant germlines, in which fertility is minimally compromised, to late-generation fertile and sterile animals (Li and Kelly, 2011; Xiao et al., 2011). Based on this analysis, we describe a transcriptional signature of the process leading to loss of germ cell fate and sterility.

Our data shows that progressive deregulation of the same transcriptional networks, both at early generations when loss of germline identity is primed, and at later generations nearing sterility, contributes to loss of germ cell fate. We identify downregulation of germline genes, derepression of somatic programs and desilencing of the X-chromosome as direct contributors to loss of germline identity. At the level of individual genes, ectopic expression of the LIN-15B transcription factor, the CCAAT/enhancer-binding proteins (C/EBP) homolog CEBP-1, and components of the TGF-β signaling pathway all show progressive deregulation as animals near sterility (Ceol et al., 2006; Yan et al., 2009; Savage-Dunn and Padgett, 2017; Gumienny and Savage-Dunn, 2018). RNAi inactivation of genes whose expression increases over generations, including *cebp-1* and TGF-β/Smad signaling components, was able to delay the onset of sterility, showing they individually contribute to maintenance of germ cell identity. Altogether, these results identify downstream effectors of SET-2/COMPASS that play an active role in preserving a functional germline, and provide novel insight on how heritable changes in gene expression can lead to loss of cell identity.

## Results

### Loss of Germline Identity in *set-2* Mutants Correlates With Progressive and Widespread Transcriptional Deregulation

We raised *set-2/*+ heterozygous animals at 25°C (P0 generation) to obtain *set-2* fertile F1 homozygotes that we then grew for one additional generation (F2). F2 animals were allowed to self-fertilize and produce progeny for two additional generations, and F4 progeny were scored and separated in two distinct sets: F4 fertile and F4 sterile. Note that although within each generation the fertility of individual animals is highly variable (Supplementary Figure S1A), by the F6-F8 generation all animals become sterile. 

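RNA was sequenced from gonad arms dissected from hermaphrodites of 4 groups (P0, F2 fertile, F4 fertile and F4 sterile), with 1 sample per group in each of 3 lineages and 12 samples in all. The animals were raised at 25°C. P0 animals carried *set-2*(*bn129*) on one chromosome III and the *qC1* balancer chromosome on the other, and the F2 and F4 animals were homozygous for *set-2*(*bn129*). SET-2 is the H3K4 methyltransferase of the *C. elegans* SET1/COMPASS complex. Animals that laid live progeny were scored as fertile, and F4 sterile animals had no visible embryos in the uterus. The authors depleted ribosomal RNA, mapped the reads to the WS220 transcriptome with TopHat2, kept uniquely mapping reads, removed reads on ribosomal RNAs and counted reads per gene with HTSeq. They deposited these counts without normalization, for 45461 genes, transcripts and pseudogenes, together with a table of DESeq2-normalized values and DESeq2 comparisons. The paper's text does not state whether strand was used in counting, so the counts of overlapping and antisense genes are uncertain. The total count on genes was 7728189, 3456068 and 4348260 in the P0 samples of lineages 1, 2 and 3. It was 7119256, 8092265 and 4730940 in the F2 samples, 5278394, 10335794 and 4026242 in the F4 fertile samples and 5992314, 8896920 and 4692019 in the F4 sterile samples. At these totals 3 counts, taken as the lowest level told apart from 0, corresponded to between 0.283 and 0.895 CPM (counts scaled to a common library size), and this floor covers counting error only. The library names in the sample labels carry 3 prefixes, treated here as 3 library runs. The F4 fertile and F4 sterile samples of lineage 1 belonged to the same run, and the P0 samples of lineages 2 and 3 with the F2, F4 fertile and F4 sterile samples of lineage 3 to another. The remaining run held the P0 sample of lineage 1, the F2 samples of lineages 1 and 2 and both F4 samples of lineage 2.
Differential expression was tested on the counts with edgeR's quasi-likelihood test after TMM normalization, in one fit over the 12 samples in which lineages were replicates, and p-values were adjusted by the Benjamini-Hochberg method over the 8746 genes that passed edgeR's expression filter. For the multivariate analyses the counts were divided by DESeq2's size factors and transformed as log2(x + 1), as in the paper's methods. The matrix used here holds the 26894 genes, transcripts and pseudogenes with at least 1 count, more than the number of genes given in the paper's methods. The prior count of 2 used by edgeR shrinks the fold changes of genes with few counts. Standard errors of fold changes were derived from the test, as the absolute log2 fold change divided by the square root of its F statistic. They are thus approximate. *set-2* itself (C26E6.9, WBGene00004782, chromosome III, 4922391 to 4930170 in WS220) had 192 ± 5.71 CPM (SD, n = 3) in P0 gonads, 147 ± 8.97 in F2, 125 ± 3.93 in F4 fertile and 133 ± 1.65 in F4 sterile gonads. Its log2 fold change against P0 was -0.39 in F2 (standard error 0.07, edgeR adjusted p = 0.0042), -0.62 in F4 fertile (0.07, edgeR adjusted p = 0.00013) and -0.53 in F4 sterile gonads (0.07, edgeR adjusted p = 8.4e-05). The transcript was lower than in P0 in all 3 lineages of each group, and reads on the gene were still counted in every homozygous sample.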

We carried out germline dissections followed by RNA sequencing (RNA-seq) on three separate lineages started from *set-2*/+ single mothers (Figure 1A).

**FIGURE 1:**
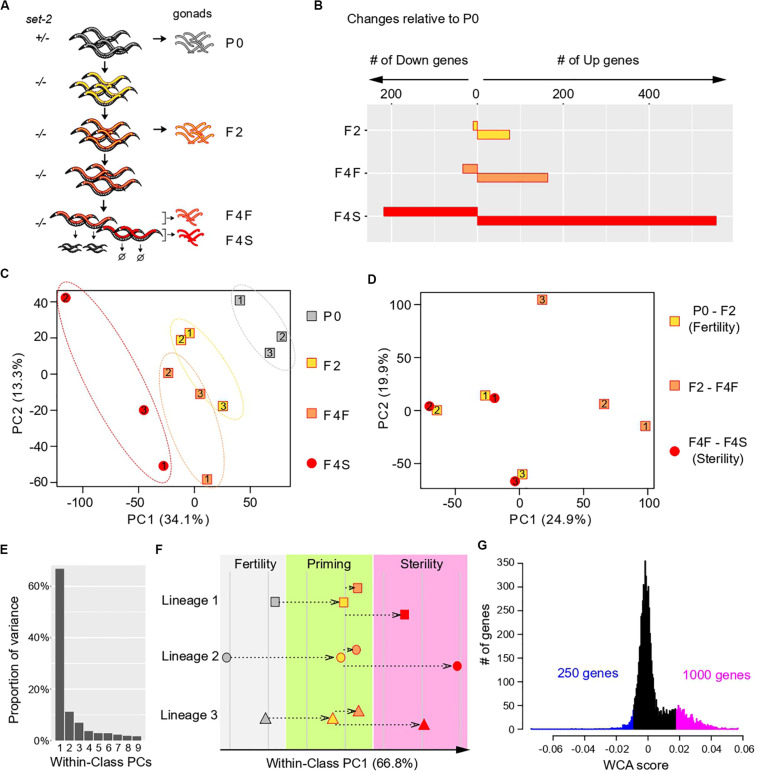
Multivariate analysis of transgenerational transcriptional changes in *set-2* mutant germlines as they progress to sterility. **(A)** Experimental design of the strategy used to determine transcriptional changes that take place in the gonads of *set-2* mutant animals as they progressively lose their germline identity. Gonads were dissected from P0 *set-2(*+)/*set-2(–)* hermaphrodites, from *set-2(–)*/*set-2(–)* hermaphrodites, and from fertile and sterile F4 *set-2(–)*/*set-2(–)* hermaphrodites for RNA-seq analysis. **(B)** Number of genes showing differential expression as compared to P0 at a conservative statistical threshold (adjusted *p* < 10e-6). **(C)** Principal Component Analysis (PCA) on expression levels. Circles and squares correspond to samples and are numbered according to their lineage. **(D)** PCA performed on expression differences between samples of the same lineage. Circles and squares correspond to the indicated pairwise differences, numbers indicate lineages. **(E–G)** Results of Within-Class Analysis (WCA) obtained by considering each lineage as a class. **(E)** Proportion of within-class variance explained by each component. **(F)** Coordinates of samples on the first component (one symbol per lineage, same color scheme as in **C**). **(G)** Histogram showing the distribution of gene coefficients on the first components. Genes having extreme coefficients (colored in blue and magenta) are the major contributors to the orientation of the first component. These coefficients are referred to as “WCA scores” in the main text.

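Against P0 gonads, 665 genes were higher and 116 lower in F2 fertile gonads at an adjusted p under 0.05, 1194 were higher and 649 lower in F4 fertile gonads, and 2311 were higher and 1473 lower in F4 sterile gonads. Apart from leaving out libraries, the setting that moved these counts most at this threshold was a fit to only the 6 samples compared. It gave 258 lower genes in F2 gonads. Leaving out 1 library gave between 256 (without the P0 sample of lineage 2) and 506 (without the F2 sample of lineage 3) higher genes in F2, and between 33 (without the F2 sample of lineage 2) and 176 (without that of lineage 3) lower genes. For F4 fertile gonads the same fits gave between 659 (without the P0 sample of lineage 2) and 1026 higher genes, and between 259 (without the F4 fertile sample of lineage 1) and 785 lower genes. For F4 sterile gonads no left-out library moved either count by more than 1.5-fold. By fitted log2 fold change, which ranks genes without counts in P0 high, the 5 largest rises in F4 sterile gonads among genes that rose in every lineage were those of *nhr-57*, ZC21.10, F08G5.3, *ndx-1* and *dpy-14*, none of which had a count in any P0 sample. Measured against the floor of 3 counts, *nhr-57* was at least 6.69-fold higher, ZC21.10 at least 6.04-fold, F08G5.3 at least 3.65-fold, *ndx-1* at least 2.78-fold and *dpy-14* at least 2.27-fold higher in F4 sterile gonads. The 5 largest falls were those of *tyr-2*, *ule-1*, *ule-4*, *sri-40* and *folt-2*. *tyr-2* (K08E3.1, chromosome III, 13744121 to 13747186) had 96.4 ± 6.63 CPM (SD, n = 3) in P0 and 0.506 ± 0.440 in F2 gonads, a log2 fold change of -7.39 (standard error 0.44, edgeR adjusted p = 1.6e-06). This chromosome is balanced in the P0 animals, so a difference between its copies there cannot be told apart from an effect of *set-2*.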

We first used the RNA-seq data sets to identify changes in gene expression across generations, considering lineages as independent replicates and comparing F2, F4 fertile, and F4 sterile animals to the parental samples (P0). This confirmed that loss of germline identity in *set-2* mutants is associated with transcriptional deregulation (Robert et al., 2014), and showed that the number of misregulated genes progressively increased between P0, F2, F4 fertile, and F4 sterile animals (Figure 1B). 

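Between successive groups the calls were fewer. F4 fertile gonads had 1 gene higher and 0 lower than F2 fertile gonads at an adjusted p under 0.05, against 306 higher and 502 lower at an unadjusted p under 0.05. With every gene of at least 1 count tested, these calls were 61 and 76. F4 sterile gonads had 249 genes higher and 38 lower than F4 fertile gonads. With lineage as a block, which pairs the samples of a lineage, these counts were 476 and 127, and with the library run as a covariate 897 and 277. When only the 6 F4 samples were fitted they were 0 and 0, with 965 higher and 458 lower genes at an unadjusted p under 0.05. Single libraries decided these counts. Without the F4 sterile sample of lineage 1, 855 genes were higher and 357 lower, and without the F4 fertile sample of lineage 3, 2 were higher and 0 lower, with 576 lower at an unadjusted p under 0.05. Of the 665 genes higher in F2 gonads, 647 were also higher in F4 sterile gonads, as were 104 of the 116 lower genes in the lower direction. Both comparisons use the same P0 samples. In 20 simulations with no change in either group, the correlation of the log2 fold changes across genes was 0.550, against 0.844 in the data.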

In all generations, we observed significantly more upregulated than downregulated genes, as previously reported for healthy germlines from *set-2* animals raised at 20°C (Robert et al., 2014). Furthermore, the total number of misregulated genes was approximately three times higher in sterile than in fertile F4 animals, suggesting that sterility is associated with an increase in transcriptional deregulation over time.

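Higher genes made up 85.1% of the genes called in F2 fertile gonads, 64.8% in F4 fertile and 61.1% in F4 sterile gonads. DESeq2's Wald test gave 75.3%, 59.1% and 58.5%, and edgeR with RLE size factors gave 76.4%, 58.6% and 56.2%. In the comparison of F4 sterile with F4 fertile gonads 86.8% of the called genes were higher, a share that fell to 76.5% with every gene of at least 1 count tested and to 76.4% with the library run as a covariate. More genes were higher than lower against P0 in each of the 7 fits made on all 12 samples. The median log2 fold change of all tested genes was 0.04 in F2, 0.04 in F4 fertile and 0.06 in F4 sterile gonads, and no other scaling moved it by more than 0.1.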

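At an adjusted p under 1e-05, 115 genes were higher and 15 lower in F4 sterile gonads, and 10 were higher and 2 lower in F4 fertile gonads, which is 10.8 times as many genes in sterile as in fertile animals. In F2 gonads 4 were higher and 2 lower. The counts at this threshold depended on the test. DESeq2's Wald test gave 722 higher and 340 lower genes in F4 sterile gonads, and 258 and 59 in F4 fertile gonads, a ratio of 3.35. Without the P0 sample of lineage 2, edgeR gave 6 higher and 3 lower genes in F4 sterile gonads, and 3 and 2 in F4 fertile gonads. In the authors' deposited table, 694 genes are higher and 306 lower in F4 sterile gonads at this threshold, and 231 and 51 in F4 fertile gonads.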

### Transcriptomic Deregulation Occurs in Two Distinct Steps

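Principal components were computed from the log2(x + 1) values of the 26894 genes, transcripts and pseudogenes with at least 1 count. The first component held 29.9% of the variance and the second 13.02%. Restricted to the genes kept for the within-class analysis, the share of the first component rose to 58.5%. Without lineage 1 it was 40.1% over all genes, and without lineage 2 it was 27.3%. On the first component the P0 samples of lineages 1, 2 and 3 lay at -42.1, -86.3 and -74.1, the F2 samples at 7.08, 14.2 and -28.5, the F4 fertile samples at -12.5, 26.8 and -6.19, and the F4 sterile samples at 29.7, 123.5 and 48.5.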

To visualize how changes in gene expression progress over subsequent generations in *set-2* mutant germlines, we applied Principal Component Analysis (PCA) on the expression matrix of all genes (Figure 1C). As expected from our initial analysis, the distance on the plot relative to the parental samples increased over generations and was highest for samples from F4 sterile animals. In addition, we observed a significant dispersion of the 3 lineages: inter-lineage distance was more pronounced between F4 fertile samples than between P0 or F2 samples, and was highest for F4 sterile samples (Figure 1C, dotted ellipses).

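In the plane of the first 2 components, the mean of the F2 samples lay 67.2 from the mean of the P0 samples, that of the F4 fertile samples 88.0 and that of the F4 sterile samples 140.5, in units of the component scores. Over all genes, the mean Euclidean distance of a sample from the 3 P0 samples was 142.3 ± 2.59 (SD, n = 3) in F2, 147.2 ± 0.614 in F4 fertile and 179.3 ± 27.4 in F4 sterile gonads. Each F4 sterile sample was farther from P0 than each F4 fertile sample, and each F4 fertile sample farther than each F2 sample (two-sided exact permutation test, p = 0.1 for each comparison, the smallest p that 3 samples against 3 allow). The F4 sterile sample of lineage 2 was the farthest at 210.7, and without lineage 2 the mean of the F4 sterile samples was 159.3. The P0 samples lay between 131.3 and 135.1 from each other on average.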

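In the plane of the first 2 components, the mean distance between lineages was 38.2 in P0 (14.9 to 51.7 between pairs of samples), 45.0 in F2 (10.5 to 63.1), 55.9 in F4 fertile (37.2 to 78.8) and 92.9 in F4 sterile gonads (36.2 to 138.8). The ranges of the 4 groups overlapped. Over all genes the mean distance between lineages was 133.1 in P0, 126.9 in F2, 126.1 in F4 fertile and 141.7 in F4 sterile gonads, and without lineage 2 it was 119.9 between the F4 sterile samples. With counts thinned to the total of the shallowest library, 3456068, between 84.1% and 93.0% of the distance over all genes remained. On the first component the range of the samples went from 44.2 to 16.8 in P0, from 42.7 to 31.9 in F2, from 39.3 to 26.8 in F4 fertile and from 93.9 to 86.7 in F4 sterile gonads. The library run explained 86.7% of the within-group variance on the first component (permutation test, p = 0.0029), and the lineage 31.9%. The library totals of the runs do not overlap, so the share of the run also holds differences in depth. Only 2 pairs of samples of the same group shared a run, at a mean distance of 125.0 over all genes, against 133.4 for the 10 pairs from different runs.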

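From P0 to F4 sterile, 1479 genes rose by more than 1 on the log2 scale in lineage 1, 2484 in lineage 2 and 1751 in lineage 3. Of the 2691 genes that did so in any lineage, 1106 did in all 3 (41.1%) and 774 in only 1. Falls of that size were found for 714, 322 and 427 genes, of which 91 of 1071 (8.50%) were shared by all 3 lineages and 770 were limited to 1. Across genes, the change from P0 to F4 sterile in lineage 1 correlated with that in lineage 2 at r = 0.65 and with that in lineage 3 at r = 0.70, and the changes in lineages 2 and 3 correlated at r = 0.79. Genes are not independent replicates, and each change within a lineage compares 1 sample with 1 sample.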

The divergence between samples indicates that for each lineage, the set of misregulated genes is largely distinct, and prompted us to look for a transcriptional signature common to all lineages across generations. 

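Within each lineage, 3 successive changes were computed per gene on the log2(x + 1) scale, from P0 to F2, from F2 to F4 fertile and from F4 fertile to F4 sterile. The change from P0 to F2 correlated across genes with that from F4 fertile to F4 sterile at r = 0.10 in lineage 1, 0.20 in lineage 2 and 0.062 in lineage 3, a mean of 0.12 ± 0.073 (SD, n = 3). Between lineages the same correlation averaged 0.099 (0.053 to 0.13). Over the genes kept for the within-class analysis the correlation within a lineage rose to 0.36, 0.50 and 0.26. Successive changes share a sample with opposite signs. P0 to F2 and F2 to F4 fertile correlated at -0.38 on average within a lineage and at 0.042 between lineages, and random numbers without any change gave -0.50 within a lineage.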

For all genes within each lineage we computed the difference in expression (log ratios) between P0 and F2 samples (early changes), F2 and F4 fertile samples (later changes that partially compromise fertility), and F4 fertile and sterile samples (changes associated with fully penetrant sterility). 

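In the principal component analysis of the 9 changes, the first component held 23.4% of the variance and the second 20.5%. In lineage 1, P0 to F2 and F4 fertile to F4 sterile lay at -39.1 and -24.6 on the first component. In lineage 2 they lay at -76.4 and -72.7. In lineage 3 they lay at 5.80 and -0.656, and at 74.9 and 79.1 on the second component. The distance between these 2 changes in the plane of the first 2 components, relative to their distance from the change between them, was 0.058, with 0.101, 0.035 and 0.038 in lineages 1, 2 and 3. With the order of the 4 groups permuted, 2 of the 24 orders gave a value as small, the real order and its mirror, and the median order gave 0.675. The order with F2 and F4 fertile exchanged gave 0.0588. Random numbers without any change gave 0.037. Over the genes kept for the within-class analysis the value was 0.980, and 12 of the 24 orders gave a value as small. Without lineage 2 it was 0.114 and without lineage 3 it was 0.218.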

Strikingly, for each of the three lineages PCA on the resulting matrix revealed clustering between P0 and F2 samples and F4 fertile-F4 sterile samples (Figure 1D). By contrast, F2-F4 fertile sets mapped separately in the PCA plot. This provided a key insight: for each of the 3 lineages, a set of genes is misregulated in early generation (P0 to F2), through a process we define and refer to hereafter as “priming,” and further misregulated in the same direction (up or down) in sterile F4 animals.

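The changes from F2 to F4 fertile lay at 115.3 and 76.6 on the first component in lineages 1 and 2, on the other side of 0 from the 2 changes around them. In lineage 3 the change lay at 15.8 on the first and at -126.9 on the second component. Each F2 to F4 fertile change has 1 sample in common with each of the changes before and after it, with the opposite sign. F4 fertile to F4 sterile correlated with F2 to F4 fertile at -0.38 on average within a lineage (-0.43 to -0.33) and at 0.030 between lineages (-0.093 to 0.075).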

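Of the 665 genes higher in F2 than in P0 gonads and the 249 higher in F4 sterile than in F4 fertile gonads, 106 were in both sets, against 18.9 expected if the calls were independent. The pairs of samples in these comparisons do not overlap. Among the lower genes, 4 of the 116 and 38 were in both sets, and 3 genes changed in opposite directions in the 2 steps.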

### Deregulation of a Specific Set of Genes Defines a Path to Sterility

We next investigated whether a common set of genes undergoes the 2-step deregulation process described above in all 3 lineages: misregulation in P0-F2, and further misregulation in F4 fertile-F4 sterile, in the same direction. We first discarded genes that were poorly expressed in all samples, since their variation may simply be due to background signal, and focused our analysis on highly expressed genes (see “Materials and Methods”). This left a reduced set of 7,238 genes (Supplementary Figure S1C and Supplementary Table S1). 

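With the paper's cutoff of at least 1 value greater than 5 on the log2(x + 1) scale, 7780 genes were kept from the 26894 with any count. A cutoff of 4 kept 9130 genes and one of 6 kept 6710. With the values of the authors' deposited table in place of counts divided by size factors, a setting chosen after seeing the data, 7514 genes were kept, and 7090 when only protein-coding genes were counted. The sheet that lists the paper's 7,238 genes was used here in part (1998 genes), and no set test was made on it.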

We then considered each lineage as an independent class and performed Within-Class Analysis (WCA), a derivative of PCA that takes into account variation due to a given factor (lineage in this case) (Baty et al., 2006). 

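With lineage as the class, the first within-class component held 64.4% of the within-class variance, the second 11.4%, the third 7.55% and the fourth 4.17%. Without lineage 1 the share of the first was 73.3%, without lineage 2 63.8% and without lineage 3 66.2%. It was 58.6% with an expression cutoff of 4 and 67.8% with a cutoff of 6. Of the variance of each lineage by itself, the component held 44.9% in lineage 1, 75.4% in lineage 2 and 63.5% in lineage 3. Computed over the 840 X-linked genes only, the first component held 74.0%, and over the 6940 autosomal genes 60.5%.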

The first component of WCA captured 67% of the Within-Class variation (Figure 1E). 

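On the first within-class component the P0 samples of lineages 1, 2 and 3 lay at -38.4, -65.5 and -43.5, the F2 samples at -0.995, -2.73 and -7.31, the F4 fertile samples at 6.11, 6.02 and 6.76 and the F4 sterile samples at 33.3, 62.2 and 44.1. The 4 groups had the same order in each lineage and did not overlap between lineages. Of the way from P0 to F4 sterile, the step from P0 to F2 made up 47.6% ± 5.6 (SD, n = 3 lineages), the step from F2 to F4 fertile 10.9% ± 4.7 and the step from F4 fertile to F4 sterile 41.5% ± 3.2. Without lineage 2 the step from F2 to F4 fertile made up 19.3% and the last step 32.7%.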

Plotting samples along within-class PC1 revealed that transcriptional deregulation progressed in a continuum across generations in all 3 lineages, first during the priming step (P0-F2), and then toward sterility (from F2 to F4 sterile) (Figure 1F). Based on these results, we conclude that genes that contribute to PC1 define a path to sterility. 

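The component is fitted to the samples it orders, so each lineage was also left out of the fit in turn. The 1000 genes with the highest scores in the other lineages rose in the left-out lineage from P0 to F2 by a median of 0.87, 1.39 and 0.85 on the log2 scale in lineages 1, 2 and 3, and from F4 fertile to F4 sterile by 0.62, 1.04 and 0.85. Random lists of the same size matched on mean expression reached at most 0.32, 0.64 and 0.29 in the first step and 0.28, 0.51 and 0.37 in the last, and none of the 10000 drawn rose as much. The 250 genes with the lowest scores fell from P0 to F2 by medians of -0.42, -0.21 and -0.33, below all 10000 random lists. From F4 fertile to F4 sterile they fell in lineages 1 and 3, by -0.26 and -0.48, but in lineage 2 their median change was 0.14 and 20 of the 10000 random lists were as low. From F2 to F4 fertile the medians of the upregulated genes were 0.13, 0.14 and 0.34, and those of the downregulated genes -0.31, -0.66 and -0.22, above and below all 10000 random lists in each lineage. With lists of 100 and 25 genes this middle step was within the random lists for the upregulated genes of lineages 1 (0.029, 54 of 1000 lists as high) and 3 (0.20, 270 of 1000) and for the downregulated genes of lineage 3 (0.091, 339 of 1000 as low). From the ordering of the samples along the component in every lineage, the paper concludes that the genes contributing to it define a path to sterility.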

To identify genes that vary along this path, we plotted the distribution of the coefficients that define PC1, which we called “WCA scores” (Figure 1G). In this analysis, negative WCA scores are attributed to genes globally downregulated, and positive scores to genes globally upregulated across generations. 

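Of the paper's 1000 genes with the most positive scores, 970 were tested, and all 970 had a positive log2 fold change in F4 sterile against P0 gonads (1.41 to 8.24), with 964 at an adjusted p under 0.05. All 250 genes with the most negative scores had a negative log2 fold change (-6.87 to -0.65), with 223 at that threshold. The scores were computed by the paper from these samples, so this is a check of their sign and not independent evidence. The scores computed here and the paper's scores correlated across 2997 genes at r = 0.9999.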

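Of the 7780 genes kept, 3676 had a positive and 4104 a negative score, so that 47.2% were positive. The median score was -0.00035 and the mean 0.0033. The tails were unequal. Scores above 0.01 were held by 1674 genes and scores below -0.01 by 207, and beyond 0.02 there were 800 positive and 24 negative scores. The skewness of the distribution was 1.25. The share of positive scores moved with the size factors and the cutoff. It was 52.8% with size factors computed over autosomal genes only, 51.2% with an expression cutoff of 4 and 42.97% with a cutoff of 6. Scores computed from the samples of each lineage, weighted by their coordinates on the shared component, were positive for 52.1%, 46.0% and 49.2% of the genes.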

Consistent with a bias toward upregulation, WCA scores were asymmetrically distributed, with significantly more genes having a positive score. The most extreme WCA scores (positive or negative) identify genes that contribute the most to PC1, and hence to sterility.

We next examined how transcription deregulation progressed in each lineage: six of the nine genes with the highest negative WCA score were downregulated between P0 and F2 animals, and eight were more strongly downregulated between F2 and sterile F4 than between F2 and fertile F4 (Supplementary Figure S2). Similarly, eight of the nine genes with the most positive WCA score were upregulated between P0 and F2, and all were more strongly upregulated between F2 and sterile F4 than between F2 and fertile F4 (Supplementary Figure S3). Therefore, our WCA analysis identified genes with similar transcriptional trajectories in all three lineages. 

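The 9 lowest scores were those of *tyr-2*, *ule-1*, *sri-40*, *ule-4*, Y49E10.4, ZK813.3, Y57G11C.8, *ztf-28* and *ule-3*, from -0.069 to -0.027. From P0 to F2, 6 of them fell in all 3 lineages. *ule-4* fell in 2, and ZK813.3 and *ule-3* each fell in 1. From F2, 8 fell more to F4 sterile than to F4 fertile in at least 2 lineages, 7 of them in all 3. *tyr-2* was the exception. After its fall at F2 it was at or under the floor of 3 counts in all F4 fertile samples, at least 127-fold below P0. Like *tyr-2*, Y49E10.4 lies on chromosome III, which is balanced in the P0 animals. For both genes an effect of the balancer cannot be told apart from one of *set-2*. Against P0, the log2 fold change in F4 sterile gonads was -2.99 for Y49E10.4 (standard error 0.24, edgeR adjusted p = 2.4e-06), -2.75 for Y57G11C.8 (0.29, edgeR adjusted p = 1.5e-05) and -4.41 for *sri-40* (0.46, edgeR adjusted p = 1.3e-05). *ule-1* and *ule-4* were under the floor in all F4 sterile samples, at least 15.7-fold and 10.3-fold below P0. ZK813.3 and *ule-3* varied strongly between P0 samples, with 5.89 ± 5.99 and 10.6 ± 12.1 CPM (SD, n = 3).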

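The 9 highest scores were those of K09F5.6, R03H10.6, *tbb-6*, *rgs-6*, K09F6.9, *nhr-57*, *nhr-45*, *ser-1* and ZK177.9, from 0.047 to 0.055. All rose from P0 to F2 in 3 lineages except *tbb-6*, which rose in 2, and all 9 rose more from F2 to F4 sterile than to F4 fertile in 3 lineages. K09F5.6 (chromosome X, 7719221 to 7725528) had 0.427 ± 0.378 CPM (SD, n = 3) in P0 and 18.4 ± 6.29 in F4 sterile gonads, a log2 fold change of 5.24 (standard error 0.60, edgeR adjusted p = 2.9e-05). R03H10.6 (chromosome II) rose from 0.951 ± 0.643 to 43.7 ± 25.1 CPM, a log2 fold change of 5.50 (0.98, edgeR adjusted p = 0.00068). *nhr-45* had a log2 fold change of 4.63 (0.79, edgeR adjusted p = 0.00051). The other 6 genes were at or under the floor in all P0 samples. *tbb-6* was at least 27.8-fold higher in F4 sterile gonads, K09F6.9 at least 11.0-fold, *ser-1* at least 10.5-fold, *rgs-6* at least 10.4-fold and ZK177.9 at least 6.39-fold.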

We arbitrarily set negative and positive thresholds, and hereafter refer to the genes with the largest negative and positive scores as “downregulated contributors” (250 genes) and “upregulated contributors” (1000 genes), respectively (Figure 1G and Supplementary Table S1). These genes make the largest contributions to within-class PC1, and their deregulation is tightly associated with the loss of germline function in all 3 lineages. 

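The 1000 highest scores computed here went down to 0.018 and the 250 lowest up to -0.0093. Of the paper's contributors, 907 of the upregulated and 187 of the downregulated were among them, and with the normalized values of the authors' deposited table 982 and 203 were. In F2 fertile gonads the median log2 fold change of the paper's upregulated contributors was 1.18, in F4 fertile gonads 1.39 and in F4 sterile gonads 2.33. With the 34 genes that were at the floor in P0 set to their lower bounds, these medians were 1.16, 1.37 and 2.32. The medians of the downregulated contributors were -0.36, -0.69 and -0.996.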

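In lineages 1, 2 and 3, the median change of the paper's upregulated contributors was 0.94, 1.54 and 0.92 on the log2 scale from P0 to F2, and 0.57, 1.26 and 0.81 from F4 fertile to F4 sterile. For the downregulated contributors it was -0.47, -0.49 and -0.36, and then -0.27, -0.31 and -0.44. From F4 fertile to F4 sterile, 854 of the 1000 upregulated and 154 of the 250 downregulated contributors moved in their own direction in all 3 lineages. The mean log2 CPM of the upregulated contributors was 2.05, 1.63 and 1.81 in the P0 samples and 3.80, 4.70 and 3.95 in the F4 sterile samples.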

We collectively refer to these genes as “contributors.” Note that by definition all “contributors” first become deregulated in the priming event. 

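Of the 1000 highest and 250 lowest scores computed here, 772 and 173 moved in their own direction from P0 to F2 in all 3 lineages (77.2% and 69.2%). Of the paper's contributors, 803 of the upregulated and 188 of the downregulated did. When the groups were shuffled within lineages, a median of 81 contributors (0 to 1123) moved in this way over 100 shuffles, and 9 shuffles gave at least the 945 of the data. The scores do not use the group labels, so a shuffle changed only their sign and which samples counted as P0 and F2. At an adjusted p under 0.05 in F2 against P0, 407 of the 970 tested upregulated contributors were higher, 41 of the 250 downregulated contributors were lower, and no contributor of either list was called in the other direction. In F4 fertile gonads 588 were higher and 162 lower.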

Interestingly, we found a significant overlap between our list of contributors and genes differentially expressed in *set-2* mutant germlines at 20°C (Supplementary Figure S4 and Supplementary Table S2)^1^. Because at 20°C transgenerational loss of fertility is only observed after 15–20 generations (Xiao et al., 2011; Herbette et al., 2017), these results suggest that the misregulation of these same genes may also contribute to sterility at 20°C, and heat-stress accelerates this process.

### Repression of Germline Genes and Expression of Somatic Programs Contribute to Loss of Fertility in *set-2* Mutant Germlines

Loss of germ-cell identity in *C. elegans* germlines depleted of PRC2 or P-granule components is associated with decreased expression of germline genes and increased expression of somatic genes (Gaydos et al., 2012; Knutson et al., 2017). Comparison of our lists of contributors with published lists of gene expression profiles in wild-type animals revealed a similar trend in *set-2* mutants, suggesting that this transcriptional reprogramming is an early priming event (Figure 2A and Supplementary Table S1; Knutson et al., 2017). 

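In the paper's supplementary lists, 240 upregulated contributors are marked as soma-specific. Their median log2 fold change over the 231 tested was 1.15 in F2 and 2.34 in F4 sterile gonads (1.12 and 2.33 with 6 genes at their lower bounds). The medians of the 198 ubiquitous upregulated contributors were 1.19 and 2.21. Of the 231, 94 were called higher in F2, 126 in F4 fertile and 229 in F4 sterile gonads, and 184 of the 231 rose from P0 to F2 in all 3 lineages. The 16 germline-specific downregulated contributors had medians of -0.36 in F2 and -0.96 in F4 sterile gonads. From P0 to F2 all 16 fell in 3 lineages, and 5 were called lower at F2 and 16 in F4 sterile gonads. The 79 germline-enriched downregulated contributors had medians of -0.36 and -0.995.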

Downregulated germline-specific contributors include genes required for meiosis (*apc-10*, *him-5*), the *wago-4* argonaute-encoding gene, and genes that encode P-granule components (*cey-2*, *cey-3*, and*pgl-3*).

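All 6 genes were lower in F4 sterile than in P0 gonads in every lineage. *wago-4* (F58G1.1, chromosome II, 12919508 to 12923308) had 634 ± 20.99 CPM (SD, n = 3) in P0, 515 ± 30.99 in F2, 455 ± 36.006 in F4 fertile and 300.2 ± 34.9 in F4 sterile gonads, a log2 fold change of -1.08 against P0 (standard error 0.10, edgeR adjusted p = 4e-06). In F4 sterile gonads the log2 fold change was -1.20 for *apc-10* (F15H10.3, chromosome V; standard error 0.25, edgeR adjusted p = 0.0017), -0.83 for *him-5* (D1086.4, chromosome V; 0.19, edgeR adjusted p = 0.004), -1.13 for *cey-2* (F46F11.2, chromosome I; 0.19, edgeR adjusted p = 0.00042), -0.96 for *cey-3* (M01E11.5, chromosome I; 0.14, edgeR adjusted p = 0.00014) and -0.87 for *pgl-3* (C18G1.4, chromosome V; 0.08, edgeR adjusted p = 5.7e-06). In F2 fertile gonads all 6 were lower in the 3 lineages, by -0.25 to -0.46 on the log2 scale. Only *pgl-3* passed an adjusted p of 0.05 there (edgeR adjusted p = 0.034), and it lost the call in 4 of the 6 fits that each left out 1 library (edgeR adjusted p up to 0.15). *wago-4* (edgeR adjusted p = 0.066) passed it under 5 other settings, with adjusted p between 0.010 and 0.21 over all settings. *cey-2* and *cey-3* belong to one gene family, so their counts depend on the removal of reads without a unique position.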

**FIGURE 2:**
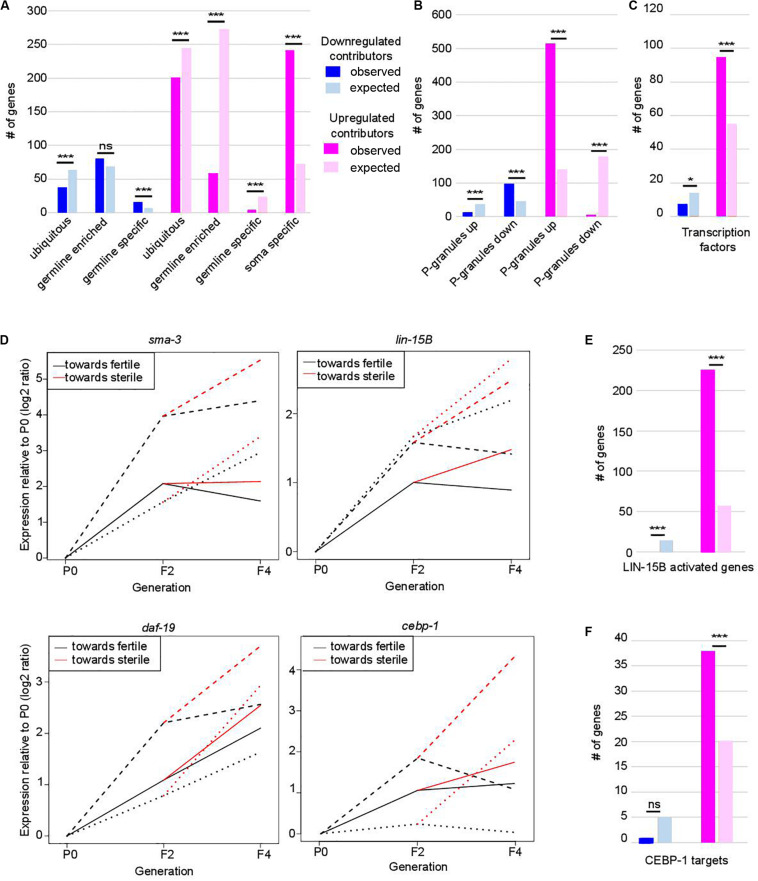
Functional classification of contributors to *set-*2 dependent loss of germline identity. In **(A–C,E,F)** *p-value < 0.05 and ***p-value < 0.001 calculated by hypergeometric test. **(A)** Classification of contributors according to their expression profiles in wild-type animals. Lists of down- and upregulated contributors were compared to lists of ubiquitous, germline-enriched, germline-specific, and soma-specific genes defined in (8). Downregulated contributors are depleted for ubiquitous genes (*p* = 2.3e-4) and enriched for germline-specific genes (*p* = 2e-4); upregulated contributors are depleted for ubiquitous genes (*p* = 1.3e-4), germline-enriched genes (*p* = 2.41e-119), and germline-specific genes (*p* = 2.41e-119), and enriched for soma-specific genes (*p* = 2.96e-78). **(B)** Comparison of lists of contributors with genes up- or downregulated in the gonads of adult worms in which P granules had been depleted by RNAi for 2 generations [PG(–); 8]. Color code for down- and upregulated contributors is the same as in **(A)**. Downregulated contributors are depleted for genes upregulated in PG(–) (*p* = 5.5e-06), and enriched in genes downregulated in PG(–) (*p* = 1.1e-15); upregulated contributors are depleted for genes downregulated in PG(–) (*p* = 1.4e-90), and enriched in genes upregulated in PG(–) (*p* = 1.4e-218). **(C)** Comparison of contributors with transcription factors (list wTF3.0). Color code for down- and upregulated contributors is the same as in **(A)**. *p* = 0.03 for under-enrichment of downregulated contributors in transcription factors and *p* = 1.2e-8 for over-enrichment of upregulated contributors in transcription factors. **(D)** Relative expression to P0 of *sma-3*, *lin-15B*, *daf-19*, and *cebp-1* transcripts in F2, fertile F4 and sterile F4. The three independent lineages analyzed are represented by distinctive line formats. For each gene, expression relative to P0 increases more when F4 animals became sterile than when they remain fertile. **(E)** Comparison of contributors with LIN-15B-activated genes. Color code for contributors is the same as in **(A)**. *p* = 3.4e-7 for under-enrichment of downregulated contributors in LIN-15B-activated genes and *p* = 1.7e-93 for over-enrichment of upregulated contributors in LIN-15B-activated genes. **(F)** Comparison of contributors with CEBP-1 targets. Color code for contributors is the same as in **(A)**. *p* = 0.2 for under-enrichment of downregulated contributors in CEBP-1 targets and *p* = 4.8e-5 for over-enrichment of upregulated contributors in CEBP-1 targets.

Progressive loss of fertility in *set-2* mutants is associated with loss of P-granules (Robert et al., 2014). We found that *set-2* inactivation and loss of P-granule components share similar transcriptional signatures (Figure 2B), with a significant overlap for both down- and up-regulated contributors (Supplementary Table S2; *p*-value = 1.11e-15 and 1.18e-219, respectively). 

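Of the upregulated contributors, 512 are marked in the paper's supplementary list as also upregulated without P granules and 488 are not. In F4 sterile gonads the median log2 fold change of the former was 2.45 and of the latter 2.20, and in F2 gonads 1.19 and 1.18. With genes at the floor in P0 set to their lower bounds these were 2.44 and 2.19, and 1.16 for both sets in F2. Of the downregulated contributors, 97 are marked as also downregulated, with medians of -0.30 in F2 and -0.93 in F4 sterile gonads. In the opposite direction, 13 downregulated contributors are marked as upregulated without P granules and 1 upregulated contributor as downregulated. The samples without P granules were not analysed here.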

Commonly downregulated genes are enriched in both ubiquitous and germline genes (Supplementary Table S2; *p*-value = 2.4e-4 and 5.4e-6), while commonly upregulated genes show no particular bias (Supplementary Table S2). Notably, of the 240 soma-specific genes that are upregulated contributors in *set-2* mutant germlines, only 133 are also upregulated in P-granule-depleted germlines (Supplementary Table S2; *p*-value = 0.07). Therefore, SET-2 and P-granules appear to have both common and unique functions in the repression of somatic gene expression in the germline.

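The 133 soma-specific upregulated contributors that are also upregulated without P granules had a median log2 fold change of 1.12 in F2 and 2.31 in F4 sterile gonads. For the other 107 the medians were 1.22 and 2.35. At the lower bounds of genes at the floor in P0 they were 1.08 and 2.31 for the 133, and 1.19 and 2.34 for the 107. At an adjusted p under 0.05, 126 of the 127 tested genes of the former set and 103 of the 104 of the latter were higher in F4 sterile gonads.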

Strikingly, we found that 389 of the 941 transcription factors found in *C. elegans* [wTF3.0; (Fuxman Bass et al., 2016)] were present in the list of 7,238 genes analyzed by WCA, and of these 101 were identified as contributors (1.5-fold enrichment; *p* = 6e-06) (Figure 2C and Supplementary Table S3). These include the R-SMAD SMA-3, the THAP transcription factor LIN-15B, the RXF family transcription factor DAF-19, 7 CEH homeodomain transcription factors, 22 Nuclear Hormone Receptors (NHRs), and (CEBP-1/C/EBP) (Savage et al., 1996; Swoboda et al., 2000; Antebi, 2006; Ceol et al., 2006; Yan et al., 2009). These genes consistently displayed increased expression between P0 and F2 (in the priming step) and a further increase between F2 and sterile F4 (Figure 2D). 

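Of the transcription factors among the contributors, 94 are upregulated and 7 downregulated. The median log2 fold change of the 94 was 1.22 in F2, 1.42 in F4 fertile and 2.18 in F4 sterile gonads, and 51, 70 and 94 of them were called higher. With 2 genes at their lower bounds the first 2 medians were 1.21 and 1.41. Of the 94, 36 are X-linked. The 7 downregulated factors had medians of -0.26, -0.55 and -0.99, and all 7 were called lower in F4 sterile gonads.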

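*sma-3* (R13F6.9, chromosome III, 6860909 to 6863915) had 0.408 ± 0.513 CPM (SD, n = 3) in P0, 3.03 ± 1.90 in F2, 3.61 ± 0.472 in F4 fertile and 6.32 ± 2.46 in F4 sterile gonads. Its log2 fold change was 2.56 in F2 (standard error 0.70, edgeR adjusted p = 0.036) and 3.59 in F4 sterile gonads (0.67, edgeR adjusted p = 0.00093). The call at F2 was lost in 4 of the 6 fits that each left out 1 library, with edgeR adjusted p = 0.14 without the F2 sample of lineage 1. *lin-15B* (ZK662.4, chromosome X, 15726061 to 15731957) rose from 60.2 ± 4.05 CPM in P0 to 312 ± 112 in F4 sterile gonads, a log2 fold change of 2.37 (0.30, edgeR adjusted p = 5.5e-05). *daf-19* (F33H1.1, chromosome II, 10157462 to 10169262) rose from 8.40 ± 2.17 to 72.4 ± 9.03 CPM, a log2 fold change of 3.07 (0.25, edgeR adjusted p = 2.4e-06). *cebp-1* (D1005.3, chromosome X, 1452690 to 1454023) rose from 1.86 ± 0.501 to 19.2 ± 17.9 CPM, a log2 fold change of 3.40 (0.67, edgeR adjusted p = 0.0013), with a spread in F4 sterile gonads nearly as large as the mean.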

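From P0 to F2, *sma-3*, *lin-15B*, *daf-19* and *cebp-1* rose in all 3 lineages, and from F2 each rose more to F4 sterile than to F4 fertile in all 3. At F2 the log2 fold change was 1.48 for *lin-15B* (standard error 0.29, edgeR adjusted p = 0.0074), 1.41 for *daf-19* (0.25, edgeR adjusted p = 0.0038) and 1.31 for *cebp-1* (0.69, edgeR adjusted p = 0.29). Between F4 fertile and F4 sterile gonads, *daf-19* had a log2 fold change of 0.95 (0.22, edgeR adjusted p = 0.037) and *cebp-1* one of 2.46 (0.60, edgeR adjusted p = 0.045). Each of these calls was lost in 5 of the other fits, up to edgeR adjusted p = 0.18 and 0.27. For *lin-15B* the change was 0.77 (0.28, edgeR adjusted p = 0.13, and 0.039 with lineage as a block, with a range of 6e-08 to 0.42 over all settings) and for *sma-3* 0.81 (0.51, edgeR adjusted p = 0.41). Over the 94 upregulated transcription factors, 82 rose from P0 to F2 in all 3 lineages, and 16 were called higher in F4 sterile than in F4 fertile gonads.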

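The 226 upregulated contributors that the paper lists as activated by LIN-15B in primordial germ cells had a median log2 fold change of 1.06 in F2, 1.29 in F4 fertile and 2.22 in F4 sterile gonads. Of the 224 tested, 118, 161 and 223 were called higher, and 134 of the 226 are X-linked. The 38 listed targets of CEBP-1 had medians of 1.15, 1.44 and 2.40, with 15, 22 and 36 of the 36 tested called higher. With genes at the floor in P0 set to their lower bounds, both medians at F2 were 1.05.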

Significantly, downstream targets of LIN-15B and CEBP-1 were also identified as upregulated contributors, including 226 of the 452 genes activated in PGCs following ectopic expression of LIN-15B (Figure 2E, *p*-value = 1.71e-93; Supplementary Table S3; Lee C. S. et al., 2017), and 38 of 112 CEBP-1 target genes (Kim et al., 2016; Figure 2F, *p*-value = 4.8e-05; Supplementary Table S3). Targets of transcription factors *somi-1* and R06C1.6 were also significantly enriched in the list of upregulated contributors [*p*-value = 0.006 and 0.0002, respectively (Fuxman Bass et al., 2016)], consistent with deregulation of a broad class of transcriptional networks driving loss of germline identity.

### Progressive Upregulation of X-Linked Genes Is Tightly Linked to Onset of Sterility and Loss of Germline Identity in *set-2* Mutant Germlines

Further analysis revealed that upregulated contributors are highly enriched on the X chromosome (Figure 3A, *p*-value = 6e-193). These X-linked genes have a significantly higher WCA score than autosomal genes (Figure 3B), showing that they strongly contribute to sterility and loss of germline identity. 

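Of the 7780 genes kept for the within-class analysis, 840 are X-linked by the WS220 coordinates in the authors' deposited table. X-linked genes made up 406 of the 1000 highest and 13 of the 250 lowest scores computed here (for the 1000 highest, odds ratio 9.99 against autosomal genes, two-sided Fisher's exact test, p = 8.07e-165, with genes taken as independent). With expression cutoffs of 4 and 6 they made up 372 and 457. In the test across all groups, 294 of 971 X-linked genes were higher in F2 than in P0 gonads and 0 lower, against 371 higher and 116 lower of 7775 autosomal genes. In F4 sterile gonads 717 X-linked genes were higher and 14 lower, against 1594 and 1459 autosomal genes. The median log2 fold change of X-linked genes was 0.83 in F2, 0.92 in F4 fertile and 1.66 in F4 sterile gonads, and 0.80, 0.90 and 1.64 with genes at the floor set to their lower bounds. The autosomal median was 0.012 in F2, 0.0045 in F4 fertile and -0.00086 in F4 sterile gonads. With every gene of at least 1 count tested, the difference between X-linked and autosomal medians was smaller, at 0.46, 0.22 and 0.99.
Per sample, the mean log2 CPM of X-linked minus autosomal genes was -2.59 ± 0.15 (SD, n = 3) in P0, -1.93 ± 0.19 in F2, -1.88 ± 0.09 in F4 fertile and -1.32 ± 0.32 in F4 sterile gonads. All samples of each homozygous group lay above all P0 samples, and the F4 sterile samples lay above all fertile ones (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). F4 fertile and F2 samples overlapped (exact permutation test, p = 0.7). Within the run that held the P0 sample of lineage 1, the difference from P0 was 0.60 in F2, 0.60 in F4 fertile and 1.46 in F4 sterile gonads. Within the run that held the P0 samples of lineages 2 and 3 it was 0.55, 0.84 and 1.29. The remaining run held no P0 sample. X-linked genes took between 1.49% and 1.68% of the counts in P0 samples and between 3.26% and 5.34% in F4 sterile samples.

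**Figure D1:**
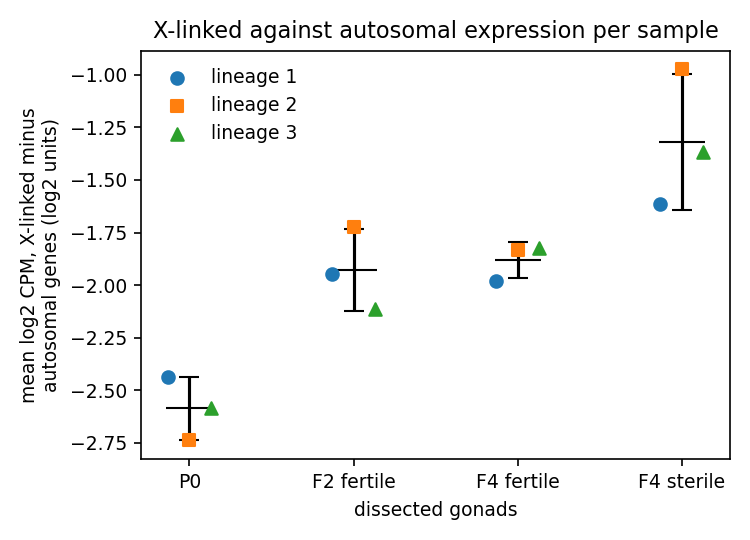
Mean log2 CPM of 971 X-linked genes minus that of 7775 autosomal genes (vertical axis, log2 units) in each sample, by group. Symbols are lineages, and the horizontal and vertical bars are the mean and SD of the 3 samples. P0 samples lie between -2.74 and -2.44 and F4 sterile samples between -1.61 and -0.97.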

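The median score was 0.017 for X-linked and -0.00087 for autosomal genes, and 90.0% of X-linked against 42.1% of autosomal scores were positive. The difference of the medians was 0.018, and 0.014, 0.018 and 0.016 with scores from the samples of lineages 1, 2 and 3. These scores use the sample coordinates of the component fitted to all lineages, so they are not independent fits. It was 0.015 and 0.023 with expression cutoffs of 4 and 6. From the higher scores, the paper concludes that X-linked genes contribute strongly to sterility and to the loss of germline identity.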

PRC2 components MES-2 and MES-6 cooperate with MES-4 to repress the X chromosome and maintain germline identity (Xu et al., 2001; Bender et al., 2004, 2006; Rechtsteiner et al., 2010; Gaydos et al., 2012). 

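The paper's supplementary list marks 188 upregulated contributors as also upregulated in *mes-2; mes-4* double mutant germlines. By the WS220 coordinates 137 of them are X-linked and 51 autosomal. The median log2 fold change of the 137 X-linked genes was 1.34 in F2 and 2.44 in F4 sterile *set-2* gonads, and that of the 51 autosomal genes 1.23 and 2.58 (1.20 and 2.58 with genes at the floor set to their lower bounds). Of the 186 genes of both sets that were tested, 117 were called higher in F2 gonads and 185 in F4 sterile gonads.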

Comparison of genes misregulated in the absence of both *mes-2* and *mes-4* (*mes-2;mes-4* double mutants) and our lists identified 188 commonly upregulated genes (Figure 3C; hypergeometric *p*-value = 2.34e-97, Supplementary Table S4), mostly located on the X chromosome (137 genes, hypergeometric *p*-value = 3.2e-21). Conversely, of the 18 commonly downregulated genes, all are found on autosomes (Figure 3D; hypergeometric *p*-value = 5.84e-14). This is unlikely to reflect regulation of *mes-2* or *mes-4* expression levels by SET-2, since neither genes was identified by WCA. Similarly, *set-2* is not a transcriptional target of PRC2 (Gaydos et al., 2012). 

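The 18 downregulated contributors marked as also downregulated in the double mutant are autosomal by the coordinates used here. Their median log2 fold change was -0.51 in F2, -0.92 in F4 fertile and -1.23 in F4 sterile *set-2* gonads, and 6, 12 and 17 of them were called lower. From P0 to F2, 17 fell in all 3 lineages.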

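*mes-2* (R06A4.7, chromosome II) had 156 ± 5.27 CPM (SD, n = 3) in P0 and 150 ± 11.0 in F4 sterile gonads, a log2 fold change of -0.06 (standard error 0.08, edgeR adjusted p = 0.60). In F2 it was -0.25 (0.08, edgeR adjusted p = 0.077), which passed 0.05 with DESeq2's Wald test, with RLE size factors and without the F2 sample of lineage 3 (adjusted p between 0.025 and 0.29 over all settings). *mes-4* (Y2H9A.1, chromosome V) had 221 ± 10.6 and 215 ± 13.2 CPM, a log2 fold change of -0.05 (0.07, edgeR adjusted p = 0.66). Their scores ranked 4577 and 4370 from the top of 7780. *mes-6* (C09G4.5, chromosome IV), which encodes a PRC2 component, fell from 179 ± 2.97 to 110.2 ± 10.4 CPM, a log2 fold change of -0.70 (0.09, edgeR adjusted p = 4.9e-05), and ranked 7346, outside the 250 lowest scores.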

Rather, our results suggest that PRC2/MES-4 and SET-2 act in parallel pathways to silence the X chromosome and promote proper expression of a subset of autosomal genes.

**FIGURE 3:**
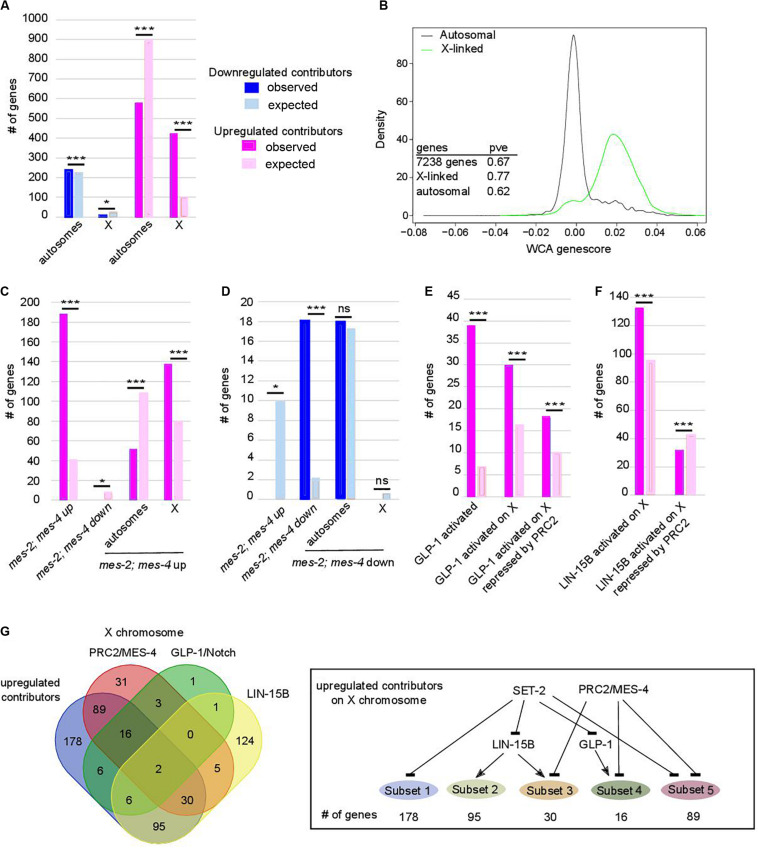
Chromosome X desilencing is a priming event for loss of germline identity. In **(A,C–F)** *p-value < 0.05 and ***p-value < 0.001 calculated by hypergeometric test. Color code in bar graphs is the same throughout. **(A)** Chromosome distribution of contributors. *p* = 4.4e-5 and 6.1e-193 for distribution of down- and upregulated contributors, respectively. **(B)** Distribution of WCA score according to location of the genes on autosomes or the X chromosome (pve = percent of variance explained by PC1 when within-class PCA is run on the indicated set of genes only). **(C)** Comparison of upregulated contributors with *mes-2*; *mes-4* up- and downregulated genes and chromosome distribution of upregulated class. *p* = 2.34e-97 for over-enrichment in *mes-2*; *mes-4* upregulated genes, *p* = 3.6e-4 for under-enrichment in *mes-2*; *mes-4* downregulated genes, *p* = 3.2e-21 for chromosome distribution. **(D)** Comparison of downregulated contributors with *mes-2*; *mes-4* up- and down-regulated genes and chromosome distribution of downregulated class. *p* = 3.9e-5 for under-enrichment in *mes-2*; *mes-4* upregulated genes, *p* = 5.84e-14 for over-enrichment in *mes-2*; *mes-4* downregulated genes, *p* = 0.5 for chromosome distribution. **(E)** Comparison of upregulated contributors with genes activated by GLP-1. *p* = 1.25e-24 for over-enrichment in GLP-1 activated genes, *p* = 7e-6 for over-enrichment in X-linked GLP-1 activated genes, *p* = 1e-2 for over-enrichment in X-linked GLP-1 activated genes repressed by PRC2/MES-4. **(F)** Comparison of upregulated contributors with genes activated by LIN-15B. Color code is the same as in **(A)**. *p* = 7.7e-9 for over-enrichment in X-linked LIN-15B-activated genes, *p* = 8e-3 for over-enrichment in X-linked LIN-15B-activated genes repressed by PRC2/MES-4. **(G)** Comparison of X-linked upregulated contributors with genes repressed by PRC2/MES-4 and genes activated by GLP-1/NOTCH or LIN-15B. Summary of connections between the regulatory networks that regulate various classes of X-linked genes in *set-2* mutant germlines.

### Ectopic Expression of GLP-1/Notch Signaling and LIN-15B Contribute to Derepression of X-Linked Genes in *set-2* Mutant Germlines

Polycomb Repressive Complex 2-dependent repression of the X chromosomes in the germline is counteracted by increased GLP-1/Notch signaling: in worms bearing the gain-of-function allele *glp-1(ar202)*, increased signaling induces expression of specific genes normally repressed by PRC2 (Seelk et al., 2016). 

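*glp-1* (F02A9.6, chromosome III, 9092164 to 9099606 in WS220) had 390 ± 11.1 CPM (SD, n = 3) in P0, 574 ± 19.8 in F2, 610 ± 11.6 in F4 fertile and 579 ± 50.1 in F4 sterile gonads. Its log2 fold change was 0.56 in F2 (standard error 0.08, edgeR adjusted p = 0.0011), 0.65 in F4 fertile (0.08, edgeR adjusted p = 0.00019) and 0.57 in F4 sterile gonads (0.08, edgeR adjusted p = 0.00011), with a rise over P0 in all 3 lineages of each group. Between F4 fertile and F4 sterile gonads it did not rise further (-0.08, 0.08, edgeR adjusted p = 0.65). The score computed here was 0.0050 ± 0.0025 (SD of the scores from the samples of each lineage along the shared component, n = 3), rank 2104 of 7780. The 39 upregulated contributors that the paper lists as activated by GLP-1/Notch had a median log2 fold change of 1.51 in F2, 1.73 in F4 fertile and 2.59 in F4 sterile gonads, with 30, 33 and 39 of them called higher.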

We found that *glp-1* is over-expressed in all 3 lineages across generations (WCA score = 0.0054), and that GLP-1/Notch targets are upregulated contributors (39 genes, representing a 5.65-fold enrichment; *p*-value = 1.25e-24, Figure 3E). Of these targets, 30 are located on the X chromosome (*p*-value = 7.5e-06, Supplementary Table S1), and 18 of these are upregulated in germlines lacking both MES-2 and MES-4 (*p*-value = 1e-3). 

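The 30 X-linked targets among the 39 had a median log2 fold change of 1.68 in F2 and 2.69 in F4 sterile gonads, and 29 of them rose from P0 to F2 in all 3 lineages. The 18 that are also upregulated without MES-2 and MES-4 had medians of 1.66 and 2.98. At an adjusted p under 0.05, 15 of the 18 were called higher in F2, 16 in F4 fertile and 18 in F4 sterile gonads.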

For these genes, SET-2 is likely to act redundantly with PRC2/MES-4 through inhibition of GLP-1/Notch (Figure 3G). 

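By the WS220 coordinates, 134 X-linked upregulated contributors are listed as activated by LIN-15B, and 32 of them are also upregulated in *mes-2; mes-4* mutants. The median log2 fold change of the 134 was 1.04 in F2 and 2.14 in F4 sterile gonads, and that of the 32 was 1.08 and 2.36. The 288 X-linked upregulated contributors not upregulated in *mes-2; mes-4* mutants had medians of 1.11 and 2.22 (1.07 and 2.21 with genes at the floor in P0 at their lower bounds). Of the 425 X-linked upregulated contributors, 179 are in none of the sets activated by LIN-15B or GLP-1/Notch or upregulated in *mes-2; mes-4* mutants, with medians of 1.17 and 2.36 (1.14 and 2.30 with 8 genes at their lower bounds).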

An additional subset of upregulated contributors on the X chromosome is enriched in targets of the LIN-15B transcription factor (Figure 3F; *p*-value = 7.71e-9), and depleted for PRC2/MES-4 targets (*p*-value = 7e-3). Therefore, SET-2 likely represses their expression through inhibition of LIN-15B and independently of PRC2. Altogether, these data suggest that SET-2 acts upstream of transcription factors and regulatory networks that control X-chromosome repression.

### RNAi-Mediated Inactivation of Upregulated Contributors Delays the Onset of Sterility

So far our analysis identified a set of genes whose deregulation is associated with loss of fertility and germline identity in all 3 lineages analyzed. We reasoned that if increased expression of upregulated contributors is an essential step leading to sterility and loss of germline identity, then decreasing their expression by RNAi over subsequent generations should delay the onset of sterility.

To test the above hypothesis, *set-2* mutants at the L4 larval stage were transferred to RNAi feeding plates at 25°C, and fertility scored in adults. In control experiments (no RNAi), the total number of progeny dramatically decreased between F4 and F8, and animals became completely sterile at the F14 generation (Figure 4). The delay in the onset of sterility compared to previous experiments (F4-F7) and (Xiao et al., 2011; Robert et al., 2014) is most likely due to the *E. coli* food source (HT115 versus OP50 routinely used for culturing), consistent with bacterial diet influencing fertility (Watson et al., 2015; Heestand et al., 2018). RNAi knock-down of 9 out of 29 upregulated contributors we tested, including the transcription factors *cebp-1*, *daf-19, attf-5*, and *somi-1*, significantly and reproducibly delayed the onset of sterility in *set-2* mutant animals (Figures 4B,C and Supplementary Table S5A). Loss of fertility and brood size were extremely variable, as previously reported for other mutants showing transgenerational loss of fertility (Yanowitz, 2008; Robert et al., 2014). In late generations, delayed onset of sterility was reflected in a larger number of plates with progeny (fertile plates), as well as an increase in the number of animals per fertile plates. For instance, when animals were grown on RNAi plates targeting *cebp-1*, most plates (5/6) contained more than 120 animals at the F12 generation. By contrast, only a single control plate (no RNAi) with less than 30 animals was recovered at the F12 generation (Figure 4B). RNAi knock-down of 11 additional genes (see legends Supplementary Table S5A) resulted in early sterility that prevented further investigation of their role (data not shown). Finally, for the remaining nine genes (*flh-2*, *gfi-3*, *nhr-48*, *jmjd-3.1*, *utx-1*, *kgb-1*, *puf-9*, *miz-1*, and *ncam-1)*, no significant transgenerational effect on fertility was observed after RNAi treatment. For these genes, the absence of an effect may be due to reduced efficacy of the RNAi treatment, or redundancy.

**FIGURE 4:**
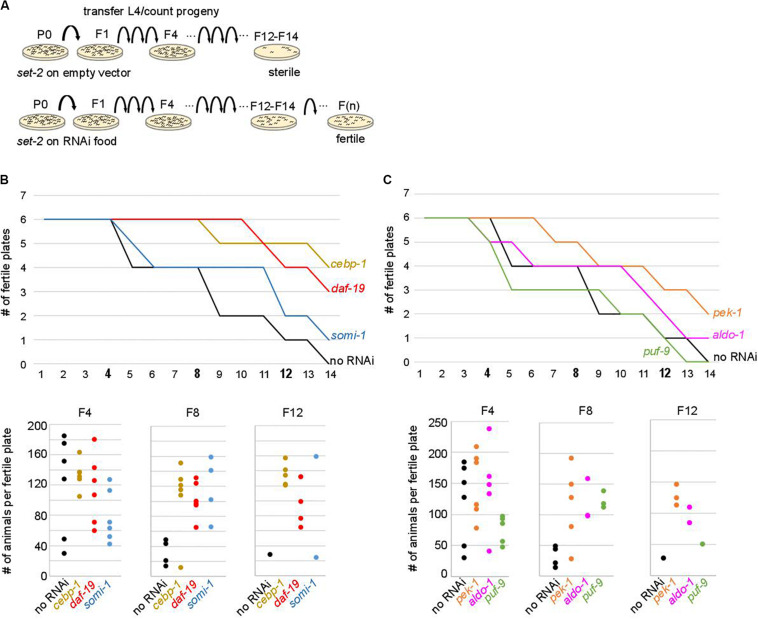
Onset of sterility is delayed by RNAi knock-down of upregulated contributors. **(A)** Experimental design of the RNAi strategy used to test the effect of knock-down of upregulated contributors in *set-2* dependent loss of germline identity. **(B)** *cebp-1, daf-19*, and *somi-1* RNAi knock-down delays the onset of sterility compared to animals fed with an empty RNAi vector (no RNAi). Number of fertile plates (with less than 20 animals) per generation **(upper panel)** and number of animals per fertile plate in F4, F8, and F12 **(lower panel)** are shown. **(C)** *pek-1* and *aldo-1* but not *puf-9* RNAi knock-down result in a delay in the onset of sterility compared to animals fed with an empty RNAi vector (no RNAi).

### TGF-β Pathway Components Are Expressed in *set-2* Mutant Germlines, and Contribute to Transgenerational Loss of Fertility

The above experiments show that our approach successfully identified genes whose increased expression in the germline over generations plays an active role in preserving germline immortality. Because we identified SMA-3 SMAD as an upregulated contributor to loss of germ-cell fate, we asked whether activation of TGF-β signaling in *set-2* mutant germlines actively contributes to loss of germ cell fate. Two canonical TGF-β signaling pathways have been described in *C. elegans*, defined by the DAF-7 and DBL-1 ligands that function through distinct receptors and their pathway-specific SMADs (Supplementary Figure S5A; Savage-Dunn and Padgett, 2017; Gumienny and Savage-Dunn, 2018). 

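In the scores computed here, the genes encoding the Type I receptor DAF-1, the R-SMADs SMA-3, DAF-8 and DAF-14, the Co-SMADs SMA-4 and DAF-3 and the transcription factor DAF-12 were among the 1000 highest, with *sma-3* at rank 21, *sma-4* at 84, *daf-14* at 208, *daf-8* at 403, *daf-1* at 816, *daf-12* at 941 and *daf-3* at 997. *sma-9* ranked 1512. In F4 sterile against P0 gonads, *sma-4* (R12B2.1, chromosome III) had a log2 fold change of 3.92 (standard error 0.47, edgeR adjusted p = 3.6e-05), *daf-14* (F01G10.8, chromosome IV) 3.25 (0.53, edgeR adjusted p = 0.00037), *daf-8* (R05D11.1, chromosome I) 2.58 (0.37, edgeR adjusted p = 0.00014), *daf-1* (F29C4.1, chromosome IV) 1.93 (0.16, edgeR adjusted p = 2.4e-06), *daf-3* (F25E2.5, chromosome X) 1.82 (0.26, edgeR adjusted p = 0.00014) and *sma-9* (T05A10.1, chromosome X) 1.22 (0.17, edgeR adjusted p = 0.00011). *daf-12* (F11A1.3, chromosome X) had 2.04 (0.59, edgeR adjusted p = 0.013), and lost its call without the F4 sterile sample of lineage 2 or the P0 sample of lineage 3 (edgeR adjusted p up to 0.10). Levels were low for several of these genes in P0 gonads, with 0.838 ± 0.357 CPM (SD, n = 3) for *sma-4* and 0.593 ± 0.525 for *daf-14*.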

Analysis of the WCA list revealed the presence of components of both pathways, including the Type I receptor DAF-1, R-SMADs (SMA-3, DAF-8, and DAF-14), Co-SMADs (SMA-4 and DAF-3), and downstream transcription factors (SMA-9 and DAF-12). 

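In the scores computed here, *sma-10* ranked 1063, *daf-5* 1423 and *daf-4* 1534. *daf-4* (C05D2.1, chromosome III, 5624972 to 5632447) had 17.8 ± 0.498 CPM (SD, n = 3) in P0 and 42.9 ± 3.53 in F4 sterile gonads, a log2 fold change of 1.26 (standard error 0.17, edgeR adjusted p = 0.0001). *daf-5* (W01G7.1, chromosome II, 14033147 to 14037647) had 8.95 ± 2.22 and 22.0 ± 3.75 CPM, a log2 fold change of 1.29 (0.23, edgeR adjusted p = 0.00059). *sma-10* (T21D12.9, chromosome IV, 274570 to 287201) had 1.90 ± 0.629 and 6.51 ± 4.35 CPM, a log2 fold change of 1.76 (0.48, edgeR adjusted p = 0.0094), which was not called without the F4 sterile sample of lineage 2 (edgeR adjusted p = 0.075). Of the other receptor and SMAD genes, *sma-6* (log2 fold change 0.17, edgeR adjusted p = 0.88) and *sma-2* (0.58, edgeR adjusted p = 0.26) were not called and were below the expression cutoff of the within-class analysis.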

By extending the list to include genes with the top 1500 (instead of 1000) WCA scores, we also identified the Type II receptor DAF-4, the extracellular regulator SMA-10, and the transcription factor DAF-5 (Supplementary Table S1). Additional upregulated contributors associated with TGF-β signaling include the KIN-29 serine/threonine kinase (Maduzia et al., 2005) and OBR-3 (Sugawara et al., 2001). 

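*kin-29* (F58H12.1, chromosome X, 2843913 to 2852471) rose from 2.48 ± 0.555 CPM (SD, n = 3) in P0 to 16.2 ± 1.41 in F4 sterile gonads, a log2 fold change of 2.70 (standard error 0.29, edgeR adjusted p = 1.7e-05). *obr-3* (ZK1086.1, chromosome X, 13798156 to 13809789) rose from 4.87 ± 0.594 to 18.9 ± 2.15 CPM, a log2 fold change of 1.97 (0.22, edgeR adjusted p = 2.5e-05). They ranked 400 and 968. Over the 17 genes of the pathway named by the paper, 16 were tested. Called higher were 10 in F2, 11 in F4 fertile and 13 in F4 sterile gonads. Adjusted over the list alone, 12, 11 and 13 were higher, and *daf-7* was lower in F4 fertile and F4 sterile gonads, but 13 of the 17 genes were chosen by the paper on these samples, so this count is not independent evidence.

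**Figure D2:**
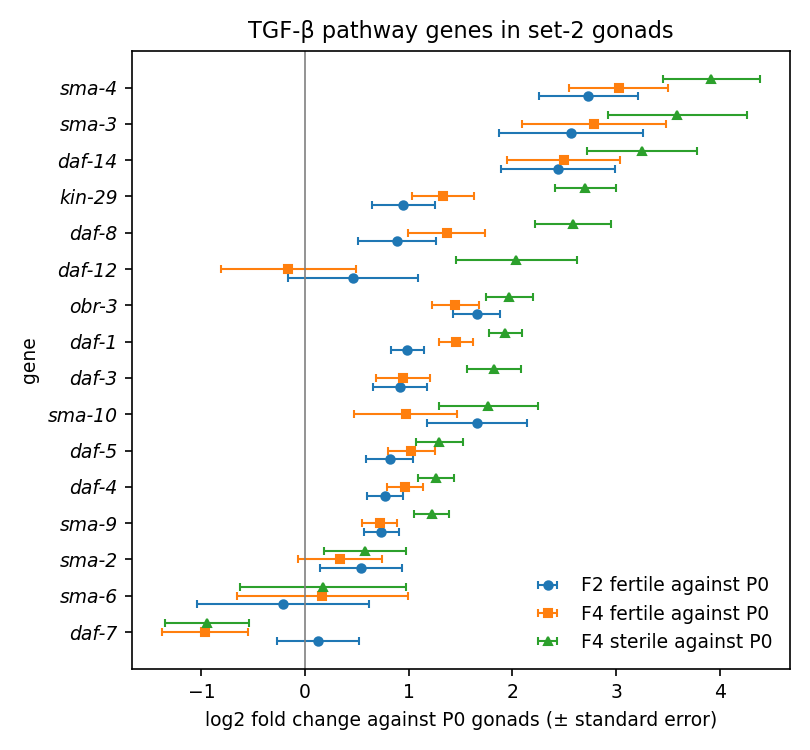
Log2 fold change against P0 gonads (horizontal axis, log2 units) of the 16 tested TGF-β pathway genes (vertical axis) in F2 fertile, F4 fertile and F4 sterile gonads. Points are edgeR estimates from 3 samples per group and bars are approximate standard errors derived from the F statistic of the test. In F4 sterile gonads *sma-4* has the highest value, 3.92, and *daf-7* the lowest, -0.95.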

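From P0 to F2, 12 of the 13 genes (*daf-1*, *sma-3*, *daf-8*, *daf-14*, *sma-4*, *daf-3*, *sma-9*, *daf-4*, *sma-10*, *daf-5*, *kin-29* and *obr-3*) rose in all 3 lineages, and *daf-12* rose in 2. At F2 the log2 fold change was 2.73 for *sma-4* (standard error 0.48, edgeR adjusted p = 0.0037), 2.44 for *daf-14* (0.55, edgeR adjusted p = 0.014) and 1.65 for *obr-3* (0.22, edgeR adjusted p = 0.00077). It was 0.46 for *daf-12* (0.62, edgeR adjusted p = 0.74), 0.88 for *daf-8* (0.38, edgeR adjusted p = 0.18) and 0.95 for *kin-29* (0.30, edgeR adjusted p = 0.068), which were not called. The calls of *daf-3* (edgeR adjusted p = 0.047), *daf-5* (0.041) and *sma-10* (0.048) at F2 were lost in 11, 8 and 9 of the 12 other fits. With lineage as a block the edgeR adjusted p was 0.054 for *daf-3* (0.037 to 0.19 over all settings) and 0.061 for *sma-10* (0.017 to 0.19). Each left-out library lowered the number of genes of the list called at F2 from 10, to between 3 (without the P0 sample of lineage 2) and 6.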

Remarkably, for all of these, transcript levels increased in all 3 lineages between P0 and F2 (Figure 2D and Supplementary Figure S5B). Furthermore, for at least 2 of the 3 lineages, expression showed a more significant increase between F2 and F4 sterile than F2 and F4 fertile animals. 

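Compared with F2, 12 of the 13 genes rose more in F4 sterile than in F4 fertile gonads in at least 2 lineages, and 10 did in all 3. *sma-10* did in 1. Tested between F4 fertile and F4 sterile gonads, the median log2 fold change of the list was 0.64 and 1 gene was called, *kin-29* (1.37, standard error 0.26, edgeR adjusted p = 0.025, up to 0.10 over all settings). Adjusted over the list alone, 6 genes were higher. With lineage as a block 3 genes were called, among them *daf-8* (edgeR adjusted p = 0.040, against 0.060 without the block and 0.0037 to 0.32 over all settings) and *daf-12* (0.031, against 0.052 and 0.0018 to 0.30). Without the F4 sterile sample of lineage 1, 5 genes were called. *kin-29* lost its call without that of lineage 2 and without any 1 of the F4 fertile samples.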

RNAi knock-down of *sma-3*, *sma-9*, *daf-5*, *sma-10*, *kin-29*, and *obr-3* in *set-2* mutants resulted in a significant and reproducible delay in the onset of sterility (Figure 5A and Supplementary Table S5B), consistent with ectopic activation of TGF-β signaling actively contributing to loss of germ cell fate.

**FIGURE 5:**
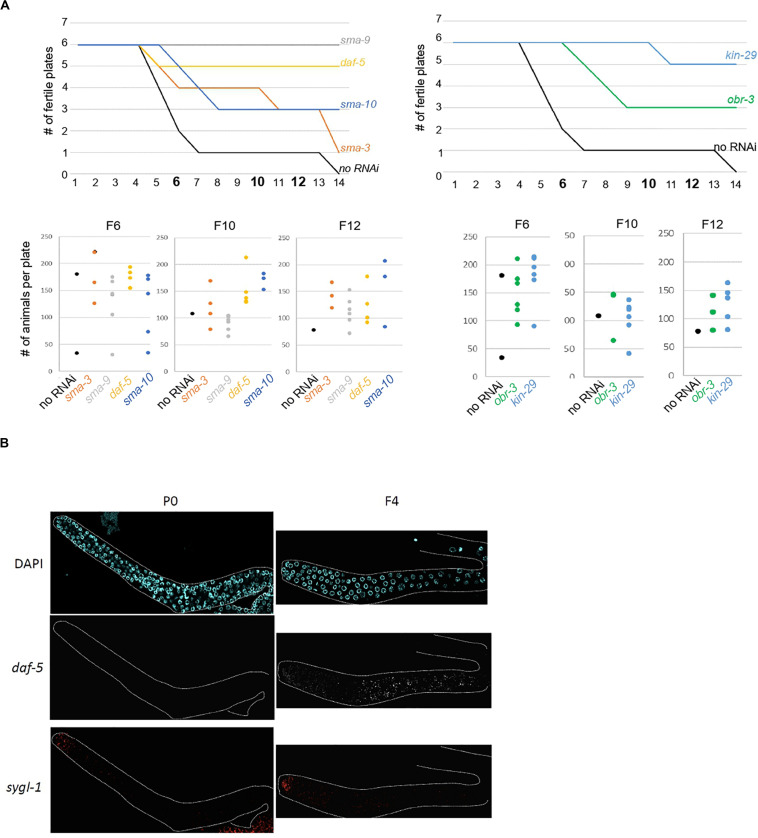
Ectopic TGF-beta signaling contributes to loss of germline identity in *set-2* mutant animals. **(A)** *sma-9*, *daf-5*, *sma-10*, and *sma-3* RNAi knock-down **(left panel)** and *kin-29* and *obr-3* RNAi knock-down **(right panel)** delay the onset of sterility of *set-2* mutant animals compared to animals fed with an empty RNAi vector (no RNAi). Number of fertile plates per generation **(upper panel)** and number of animals per fertile plate in F6, F10, and F12 **(lower panel)** are shown. **(B)** Detection by smFISH of *daf-5* (upregulated contributor) and *sygl-1* (control gene) transcripts in P0 *set-2*/+ and F4 *set-2*/*set-2* germlines. The distal tip of the gonad is on the left.

To confirm by an independent assay that components of TGF-β signaling are upregulated in the germline, we performed single molecule RNA-FISH (smFISH) on dissected gonads (Ji and van Oudenaarden, 2012; Lee C. S. et al., 2017). In agreement with our RNA-seq data, *daf-5*, and *sma-3* transcripts were detected in most germ cells of F4, but not P0 animals (Figure 5B and Supplementary Figure S6A).

In wild-type animals, TGF-β signaling regulates multiple pathways, including somatic development, oocytes quality, and germline proliferation [(Ren et al., 1996; Foehr et al., 2006; Luo et al., 2009; Dalfo et al., 2012; Pekar et al., 2017) (Savage-Dunn and Padgett, 2017; Gumienny and Savage-Dunn, 2018)] through downstream target genes. To test whether downstream components of TGF-β signaling are misexpressed in *set-2* mutant germlines, we compared our list to published lists of TGF-β target genes at different developmental stages (Luo et al., 2010). To our surprise, upregulated contributors are enriched in genes upregulated in oocytes from *sma-2* mutant animals, in which the pathway is inactive (Luo et al., 2010), as well as a largely non-overlapping set of genes upregulated in *sma-2* mutant animals at the L4 stage, prior to oocyte development (Supplementary Figures S6B,C). A total of 137 upregulated contributors are genes normally repressed by TGF-β signaling in oocytes of wildtype animals (*p*-value = 5.00e-08), or in L4 (*p*-value = 1.6e-32). This set of upregulated contributors is also enriched in soma-specific genes and LIN-15B activated genes (Supplementary Figure S6D), suggesting that LIN-15B and TGF-β may cooperate at a subset of loci to promote gene expression during loss of germ cell fate. Altogether, these results suggest a complex network whereby ectopic activation of TGF-β pathway components in the germline alters expression of target genes by mechanisms other than canonical signaling.

## Discussion

Protecting the germ cell transcriptional program is essential for germ cell identity and the transmission of genetic information across generations. In this study we used transgenerational expression profiling of dissected germlines to identify genes whose misregulation in the absence of the SET-2/COMPASS H3K4 methyltransferase contributes to transgenerational sterility. We show that altered expression of these contributor genes occurs in a two-step process: an early priming step in which their misregulation has a limited impact on fertility, and a later step in which their expression undergoes further alteration in the same direction (up or down), leading to sterility. smFISH experiments confirmed an increase in transcript levels across most germ cells, consistent with progressive transcriptional changes across the entire population. Our results suggest that the absence of SET-2 results in an increased tendency for somatic genes to be expressed in individual germ cells, and the percentage of germ cells misexpressing these genes increases over generations, eventually compromising fertility. How loss of SET-2 results in the derepression of somatic genes remains unknown. In different organisms including *C. elegans*, loss of COMPASS subunits results in both activation and repression, with no evidence for a direct role in transcription (Lenstra et al., 2011; Clouaire et al., 2012, 2014; Margaritis et al., 2012; Weiner et al., 2012; Beurton et al., 2019).

Our RNA-seq analysis showed important differences in the transcriptomic profiles from different lineages. WCA allowed us to take into account this variability and extract a common transcriptional signature associated with progression to sterility. RNAi inactivation of a total of 9 out of 29 upregulated contributors tested by this approach significantly delayed the onset of sterility in *set-2* mutant animals, as did RNAi inactivation of all of the 6 TGF-β pathway components we tested. Therefore, our approach successfully identified relevant targets. Our findings are consistent with germline mortality being actively regulated by multiple pathways that individually contribute to fertility.

Previous studies focusing on transcriptional deregulation associated with germline loss of identity could not distinguish between genes whose altered expression is a priming event or a consequence of loss of germline identity (Gaydos et al., 2012; Seelk et al., 2016; Knutson et al., 2017). Most notably, loss of germline identity in PRC2/MES-4 mutant backgrounds correlates with derepression of the X chromosome in the germline, but whether this alone is sufficient to cause sterility remains unknown. In the present work we have shown that priming involves concurrent upregulation of somatic genes and downregulation of germline genes, and that upregulated genes are greatly enriched on the X chromosome. We found that affected genes on the X fall into two classes: a large class consisting of genes repressed by SET-2 independently of PRC2, and a smaller class repressed by SET-2 and PRC2/MES-4. The second class supports a common regulatory role for SET-2 and PRC2/MES-4 on the X chromosome and is consistent with studies showing that depletion of SET-2 enhances the sterility of *mes* mutants (Xu et al., 2001). Altogether, our data suggest that derepression of X linked genes may be a primary event driving loss of germ cell identity in different contexts.

Because active chromatin marks including H3K4me3 are mostly absent from the X chromosomes in proliferating and early meiotic germ cells (Kelly et al., 2002; Tabuchi et al., 2018; Han et al., 2019; Kaneshiro et al., 2019), loss of H3K4me3 in *set-2* mutant germlines is unlikely to play a causal role on the X. Rather, loss of H3K4me3 may indirectly affect chromatin structure, and hence transcription on the X. Consistent with such a model, inactivation of SET1/COMPASS subunits results in global changes in repressive H3K9 methylation in both yeast and worms (Robert et al., 2014; Lee et al., 2019; Greenstein et al., 2020) and alters chromatin organization [(Herbette et al., 2017) (see text footnote 1)].

We observed significant overlap between genes misregulated in the absence of P-granule components, and genes that contribute to the onset of sterility in *set-2* mutants. This and the observation that *set-2* mutant germlines nearing sterility lose P-granules (Robert et al., 2014) suggest a role for *set-2* in stabilizing P-granule components. It has been suggested that upregulation of spermatogenesis genes contributes to loss of fertility in P-granule depleted animals (Campbell and Updike, 2015; Knutson et al., 2017). Because their expression is not affected in *set-2* mutants, misregulation of spermatogenesis genes in the absence of P-granules may not be the only contributor to loss of germline identity in these mutants. 

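Among the upregulated contributors, 5 genes are marked in the paper's supplementary list as expressed in sperm, and among the downregulated contributors 6. The 5 had a median log2 fold change of 3.37 in F4 sterile gonads, with 5 called higher, and the 6 had one of -1.19, with 5 called lower. Of a list of 10 sperm transcripts drawn up for this check, none passed the expression filter of the test. A change within their low levels was not detectable at this depth. The highest level of any of them was 0.740 CPM, that of *spe-38* in the F4 fertile sample of lineage 3. A rise in F4 sterile gonads to 2.03 CPM, the level at which *dpy-14* was called, was thus not seen in these 10.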

We note that almost half of upregulated contributors associated with loss of germline identity in *set-2* mutants, including the majority of TGF-β pathway components, are not misregulated in the absence of P granules, further suggesting that the role of SET-2 in maintaining germline identity is not restricted to regulating P granule components.

Transcription factors are over-represented amongst upregulated contributors, consistent with the central role of transcription factor networks in reconfiguring cellular identity (Takahashi and Yamanaka, 2016; Stadhouders et al., 2019). We identified both CEBP-1 and known targets as significant contributors in the loss of cell identity. In *C. elegans* CEBP-1 is required for adult sensory axon regeneration and neuronal stress responses, while mouse C/EBP proteins regulate cell proliferation and differentiation (Nerlov, 2007) and enhance reprogramming of B cells, at least in part by increasing chromatin accessibility to reprogramming factors (Xie et al., 2004; Bussmann et al., 2009; Sadahira et al., 2012; Di Stefano et al., 2014). CEBP-1 expression in the germline could therefore prime cells to respond to additional transcription factors, leading to the neuronal differentiation observed in *set-2* mutant germlines (Robert et al., 2014).

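*daf-7* (B0412.2, chromosome III, 811822 to 813758) had 5.13 ± 1.75 CPM (SD, n = 3) in P0, 5.72 ± 0.107 in F2, 2.72 ± 0.790 in F4 fertile and 2.64 ± 1.46 in F4 sterile gonads. Its log2 fold change was 0.12 in F2 (standard error 0.39, edgeR adjusted p = 0.90) and -0.95 in F4 sterile gonads (0.41, edgeR adjusted p = 0.076), where it was called lower without the F4 sterile or the P0 sample of lineage 2 (edgeR adjusted p from 0.0075 to 0.23 over all settings). Without the P0 sample of lineage 2 the change at F2 was negative. Its score was -0.0088, rank 7491 of 7780. *dbl-1* (T25F10.2, chromosome V, 6758118 to 6760402) did not pass the expression filter, with 0.362 ± 0.111 CPM in P0 and 0.501 ± 0.330 in F4 sterile gonads. A change within such low levels was not detectable at this depth.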

The fact that neither one of the two known TGF-β ligands, DAF-7 and DBL-1, is present in our list of contributors suggests that either *set-2* mutant germline respond to signaling cues from somatic tissues, as reported for mitotic cells in wildtype germlines (Dalfo et al., 2012; Pekar et al., 2017), or that TGF-β signaling is initiated independently of ligand binding in these germlines (Massagué, 2012). An unexpected finding was that expression of TGF-β signaling components in the germline of mutant animals is associated with increased expression of genes normally repressed by the TGF-β pathway in the soma and oocytes of wildtype animals (Luo et al., 2010). Furthermore, TGF-β pathway components were identified as upregulated contributors to sterility, and their down-regulation by RNAi delayed the onset of sterility, indicating that they actively contribute to this process. Several factors may account for this apparent paradox. First, SMAD signal transducers that mediate the downstream transcriptional response to TGF-β signaling have weak affinity for DNA (Massagué, 2012; Hill, 2016). Their transcriptional role therefore depends on robust interaction with other transcription factors and chromatin-associated proteins, resulting in context-dependent cellular responses that may be substantially different between normal, healthy somatic tissues and mutant germlines (Derynck and Zhang, 2003; Massagué et al., 2005; Ikushima and Miyazono, 2010). Second, signaling mechanisms other than the canonical Sma/Mab TGF-β pathway that depends on ligand binding may be activated in the context of *set-2* mutant germlines undergoing loss of germ cell fate, resulting in different outputs (Savage-Dunn and Padgett, 2017; Nickel et al., 2018; Gowripalan et al., 2020). Finally, it is also conceivable that the loss of SET-2 interferes with the repressive function of a SMAD.

More generally, our finding that decreased expression of upregulated contributors to loss of germ cell identity, including *cebp-1* and TGF-β pathway components, is sufficient to delay the onset of sterility, suggests that these genes individually contribute to the process leading to sterility. Therefore, loss of germ cell fate is driven by misexpression of several different genes, whose expression is repressed in wild-type germlines by SET-2.

Our observation that global changes in histone modifications in *set-2* mutant fertile germlines precede the transcriptional changes leading to complete sterility (Robert et al., 2014) is consistent with a role for histone modifications in priming cells for differentiation, and the observation that alterations in genome-wide chromatin organization are generally much more widespread than initial changes in gene expression during the early phases of loss of cell identity (Koche et al., 2011). In the future it will be informative to correlate the transcriptional reprogramming described here to changes in gene expression in individual germ cells.

## Materials and Methods

### Strains and Maintenance

Nematode strain maintenance was described previously (Brenner, 1974). The strain *set-2*(*bn129*) III/*qC1*(*qIs26*) used in this study is described in Herbette et al. (2017). Strain *set-2*(*bn129*)/*qC1*(*qIs26*) was maintained at 20°C and *set-2*(*bn129*)/*qC1*(*qIs26*) animals were switched to 25°C one generation before starting experiments. During the experiments, animals were maintained at 25°C.

### Transcriptomic Analysis

Gonads from *set-2* homozygous worms raised at 25°C? were collected from 3 independent lineages derived from *set-2*(*bn129*)/*qC1*(*qIs26*) [P0 *set-2*(+)/*set-2*(−)] animals by initially picking 25 *set-2*(+)/*set-2*(−) L4 worms and then cloning single worms from subsequent generations to individual plates. Fertility of each worm was assessed before dissection by monitoring egg laying for 24 h after young adult stage. Worms that laid any live progeny were considered as fertile. For the F4 sterile samples, only worms lacking visible embryos in the uterus were collected. For each replicate, seventy five to one-hundred gonad arms were dissected from *set-2*(*bn129*)/*qC1*(*qIs26*) [P0 *set-2*(+)/*set-2*(−)] and *set-2*(*bn129*)/*set-2*(*bn129*) [F2 and F4 *set-2*(−)/*set-2*(−)] animals. Dissected gonads were cut at the gonad bend with 30 1/2-gauge needles in egg buffer (pH 7.3, 27.5 mM HEPES, 130 mM NaCl, 2.2 mM MgCl_2_, 2.2 mM CaCl_2_, and 0.528 mM KCl) containing 0.5% Tween 20 and 1 mM levamisole and collected into Trizol. Total RNA was extracted and ribosomal RNA was depleted using an NEBNext rRNA Depletion Kit (Human/Mouse/Rat) (catalog number E6310). Libraries were constructed using an NEBNext Ultra RNA Library Prep Kit for Illumina sequencing (catalog number E7530) and sequenced at the Vincent J. Coates Genomics Sequencing Laboratory at the University of California, Berkeley, using Illumina HiSeq 2500 and 4000 platforms. For differential expression analysis, raw sequences were first mapped to transcriptome version WS220 using TopHat2 (Kim et al., 2013). Only reads with one unique mapping were allowed, otherwise default arguments were used. Reads mapping to ribosomal RNAs were then removed. HTSeq (Anders et al., 2015) was used to build a count table of expression levels per transcript. DESeq2 (Love et al., 2014) was used to normalize read counts across samples (Supplementary Figure S1B), leading to matrix M that contained the normalized expression levels of 20261 genes. DESeq2 was also used to determine genes for which expression at a downstream generation differed from expression at P0, with no consideration for lineage-dependent relations (Figure 1C). *P*-values were adjusted for multiple testing using the Benjamini–Hochberg method as implemented in DESeq2.

### Multivariate Analysis

We did all further multivariate analysis using R version 3.4.4^2^. To perform PCA (Figure 1C), we first transformed M by applying x = Log_2_(x + 1) to all of its values, obtaining matrix LM, which we transposed and processed with the prcomp() function. To perform PCA on expression differences (Figure 1D), we constructed a 20261 × 9 matrix (DLM), where rows were genes and columns were expression differences of interest (e.g., F2-P0 lineage 1) which we computed by subtracting one column of LM (e.g., F2 lineage 1) from another (e.g., P0 lineage 1). We then transposed DLM and processed it with the prcomp() function. Before applying WCA, we first discarded genes that were poorly expressed in all samples, because their variation may simply be due to varying background signal. To determine a meaningful threshold of minimal expression, we plotted the distribution of all genes according to (i) their maximal expression level in all samples and (ii) their standard deviation of expression across all samples, which could be high due to either meaningless background signal variation or meaningful biological differences between samples. The resulting 2-dimensional density plot revealed 2 subpopulations of genes (Supplementary Figure S1C): a major population that was poorly expressed in all samples, and a secondary population with high expression in at least one sample. For the poorly expressed genes, standard deviation increased monotonously with their maximal expression level, as expected for background variation. A different pattern was observed for highly expressed genes (maximal expression greater than 5). First, their standard deviation of expression was not correlated with maximal expression level. This is expected if change in expression is dependent on SET-2 loss and not on background variation. Second, standard deviation was low for the majority of these genes and high for a small subset. This observation is expected if SET-2 acts only on a subset of genes. We therefore chose an arbitrary cutoff of minimal expression that discarded the first subpopulation (red line in Supplementary Figure S1C), leaving a reduced set of 7,238 genes having at least one value greater than 5 (Supplementary Table S1). We then processed the resulting matrix with the dudi.pca() function of the ade4 package [63] (version 1.7-6)^3^ using parameters scan = FALSE, scale = FALSE, and nf = 4. We then processed the resulting object with the ade4:wca() function using lineages as classes and parameters scan = FALSE, nf = 2. The first column of attribute c1 of the resulting object corresponded to the WCA scores reported in text and figures.

### RNAi Screen

Bacterial clones containing RNAi feeding vectors were collected in the *C. elegans* RNAi collection (made by J. Ahringer, Source Bioscience). The molecular sequence of insert present in each RNAi clones was checked by sequencing (primer ggtcgacggtatcgataagc) after PCR amplification (single primer in duplicated T7 promoter taatacgactcactataggg) performed directly on colonies. For feeding, bacterial clones were amplified 18 h at 37°C in LB complemented with Ampicilline (50 μg/ml). Transcription (from duplicated T7 promoters) was induced by adding IPTG (1 mM final) and growing liquid cultures for 2 additional hours at 37°C. 200 μl of induced cultures were plated on NGM plates complemented with IPTG (1 mM). At each generation, 6 L4 animals were transferred on RNAi plates and grown at 25°C for 3–4 days. Progeny was briefly counted every two generations to evaluate animas fertility. Animals were considered as sterile when less than 20 progeny were present on a plate.

### smFISH

Single molecule RNA-FISH was performed as described in Lee C. S. et al. (2017), but germline dissections and all subsequent steps were performed on Poly-Lysine coated coverslips instead of test tubes to minimize loss of material. For dissection, worms were placed in a 15 μl drop of dissection buffer, while other steps were carried out in 30 μl of the corresponding buffer.

## Data Availability Statement

The data in this study have been deposited into the Gene Expression Omnibus (accession nos: GSM3684355, GSM3684356, GSM3684357, GSM3684358, GSM3684359, GSM3684360, GSM3684361, GSM3684362, GSM3684363, GSM3684364, GSM3684365, GSM3684366, and GSE128746).

## Author Contributions

VR, GY, SS, and FP: conceptualization. AR and GY: formal analysis. SS and FP: funding acquisition. VR, SG, and AK: investigations. VR, SG, GY, SS, and FP: methodology. VR, GY, and FP: writing – original draft preparation. SS, AK, and AR: editing. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Caenorhabditis elegans SET1/COMPASS Maintains Germline Identity by Preventing Transcriptional Deregulation Across Generations
**Source:** Front Cell Dev Biol. 2020 Sep 22;8:561791. doi: 10.3389/fcell.2020.561791
**Supplement:** TABLE S5 — RNAi targeting of positive contributors to the WCA PC1 in a set-2(lf) background (full list of tested genes).

|  | Functional class | chr | Generations | | |
| --- | --- | --- | --- | --- | --- |
|  |  |  | F4 | F8 | F12 |
| A | Transcription |  |  |  |  |
|  | *cebp-1* | X | + | + | + |
|  | *daf-19* | II | - | + | + |
|  | *attf-5* | X | - | + | + |
|  | *somi-1* | V | - | + | +/- |
|  | *flh-2* | III | - | - | - |
|  | *gfi-3* | X | - | - | - |
|  | *nhr-48* | X | - | - | - |
|  |  |  |  |  |  |
|  | Chromatin |  |  |  |  |
|  | *jmjd-3.1* | X | - | - | - |
|  | *utx-1* | X | - | - | - |
|  |  |  |  |  |  |
|  | Phospho. |  |  |  |  |
|  | *pek-1* | X | - | + | + |
|  | *kgb-1* | IV | + | - | - |
|  |  |  |  |  |  |
|  | Others |  |  |  |  |
|  | *avr-14* | I | + | + | + |
|  | *crb-1* | X | + | + | + |
|  | *aldo-1* | III | - | + | + |
|  | *fhod-1* | I | - | - | + |
|  | *puf-9* | X | - | + | - |
|  | *miz-1* | IV | - | - | - |
|  | *ncam-1* | X | - | - | - |
| B | TGF beta |  |  |  |  |
|  | *daf-5* | II | + | + | + |
|  | *kin-29* | X | + | + | + |
|  | *obr-3* | X | + | +/- | + |
|  | *sma-3* | III | - | + | + |
|  | *sma-9* | X | - | + | + |
|  | *sma-10* | IV | - | + | + |

Table S5: RNAi screening for delay of the onset of sterility in a *set-2*(*lf*) background. (A) Assay for upregulated contributors including transcription and chromatin factors, phosphatases and others. RNAi knock-down of *his-8*, *ceh-43*, *hbl-1*, *lin-59*, *nhr-57*, *sop-2*, *sor-1,* *ckk-1,* *eef-1A.2*, *glp-1,* and *rpl-11.2* resulted in early sterility that prevented further investigation of their role (data not shown). (B) Assay for components of the TGF-β signaling pathway. Number of progeny was estimated in F4, F8 and F12 generations. ‘-‘ indicates that number of progeny is equivalent to the one observed with the L4440 control food. ‘+’ indicates that number of progeny is greater to what is observed with the L4440 control food.

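The assay knocked down upregulated contributors by RNAi in *set-2* mutants and followed the fertility of the lines over generations. In untreated *set-2* gonads, 9 genes outside the TGF-β pathway whose knock-down is listed with a delay of sterility had log2 fold changes of 1.93 to 4.49 in F4 sterile against P0 gonads, and all 9 were called higher at an adjusted p under 0.05. With the 6 genes of TGF-β signaling also listed with a delay, the log2 fold changes of the 15 were 1.22 to 4.49, and all 15 were called higher. The paper's text describes a further group of genes as without a significant effect across generations. For the 8 of them that were tested the log2 fold changes were 1.80 to 3.93, and all 8 were called higher. In that group *kgb-1* and *puf-9* are marked with more progeny than the control before the last generation scored, but not at it.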

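In the gonads sequenced from untreated *set-2* animals, *his-8*, *ceh-43*, *hbl-1*, *lin-59*, *nhr-57*, *sop-2*, *sor-1*, *ckk-1*, *eef-1A.2*, *glp-1* and *rpl-11.2* (11 genes) were all called higher in F4 sterile than in P0 gonads, with a median log2 fold change of 3.03 (2.95 with *nhr-57*, which was at the floor in P0, set to its lower bound), and 10 of the 11 were called higher in F2 and in F4 fertile gonads. *his-8* is 1 of many near-identical histone genes, and its counts are uncertain. *eef-1A.2* (R03G5.1, chromosome X) had the highest level of the 11 in F4 sterile gonads, with 55.8 ± 4.77 CPM (SD, n = 3) in P0 and 957 ± 349 in F4 sterile gonads. *lin-59* rose from 44.2 ± 1.41 to 263 ± 12.6 CPM and *sop-2* from 20.4 ± 2.84 to 158 ± 3.68 CPM, with small spreads between lineages.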

How the deposited data were processed for this re-analysis (not part of the article)

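RNA was sequenced from gonads of *set-2*(*bn129*) animals raised at 25°C, in 4 groups (P0, F2 fertile, F4 fertile and F4 sterile) of 3 samples each. Each group holds 1 sample of each of 3 lineages, and the replicate number in the sample labels was read as the lineage. Groups, replicates and lineages were taken from the sample labels and the paper's methods. The *set-2* transcript was lower in every homozygous sample than in the P0 sample of its lineage, which checks the labels of the P0 group.

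The authors mapped the reads to the WS220 transcriptome with TopHat2, kept uniquely mapping reads, removed reads on ribosomal RNAs and deposited the number of reads counted on each gene with HTSeq as whole counts without normalization. The version of these tools and the strand setting of the counting are not stated in the paper's text. The authors also deposited a table of 45627 genes with normalized signal values, which are the same counts divided by DESeq2 size factors and rounded, with their mean over the samples. For 5 pairs of groups that table holds log2 fold changes that the authors computed with DESeq2 without considering the lineages, and p-values that the authors adjusted by the Benjamini-Hochberg method, missing where DESeq2 gave none. Each column of normalized values was checked against the counts of its sample, and 0 sample columns remained without a match.

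Counts without a gene were left out of library sizes and tests. They comprised between 8.23% and 14.4% of reads on no gene and between 1.76% and 2.24% of ambiguous reads. The totals on genes lay between 3456068 and 10335794 per sample. The 10 most abundant genes of each sample held between 4.03% and 6.49% of its counts, and the tested genes held between 99.3% and 99.8%. A group with at most 3 counts in all its samples was treated as at the floor, and a fold against it is given as a lower bound. Floors and intervals cover counting error only, since reads of PCR-amplified libraries are not independent molecules.

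Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, edgeR's expression filter, quasi-likelihood test, prior count of 2 for the fold changes), in one fit over the 12 samples with 1 coefficient per group and no covariate. Adjusted p-values are Benjamini-Hochberg values over the 8746 genes tested, 8167 of them protein-coding. The thresholds were 0.05 and, for the paper's comparison of groups by number of genes, 1e-05, the reading given here to the limit in the legend of Fig. 1B. DESeq2 1.42.0 gave the size factors of the multivariate analyses and the alternative test. The test was tried on simulated counts of 8746 genes of which 200 were changed. It called 69.5% of the changed genes, 84.6% of the 104 changed 4-fold and 53.1% of the 96 changed 2-fold, and 2.11% of its 142 calls were false.

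For the principal component, expression-difference and within-class analyses, the counts were divided by DESeq2's size factors and transformed as log2(x + 1). The within-class analysis kept genes with a maximum above 5 on that scale in any sample, centred them within each lineage and took principal components without scaling, written out in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. On simulated values of 5000 genes with 300 changed, it recovered 100% of the changed genes. The expression differences were those of the same lineage from P0 to F2, from F2 to F4 fertile and from F4 fertile to F4 sterile. Their grouping was measured in the plane of the first 2 components, as the distance between the first and the last change divided by the mean of their distances from the change between them, averaged over lineages, so that a small value means that the first and the last change lie together. It was compared with the values for all 24 orders of the groups. Lists of genes were compared with 10000 random lists of the same size, drawn within 20 bins of mean expression, and X-linked genes with 1000 lists of autosomal genes matched on mean expression or gene length. The number of contributors that moved from P0 to F2 was compared with that in 100 shuffles of the generation labels within lineages.

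The numbers pair the samples because the paper's methods derive each lineage from its own P0 animals. Of the 18 pairs of samples of the same lineage, 7 had a correlation of their deviations from the group means above 0.1, with a mean of 0.0953 (-0.142 to 0.607), against -0.0477 for pairs of different lineages. For pairs of the same lineage and library run the mean was 0.200 (11 pairs), for the same lineage and another run -0.0691 (7 pairs), and for different lineages of one run 0.132 (8 pairs). The fit without lineage as a block was kept as the main one, as in the paper. The edgeR common dispersion was 0.0314 without a block, 0.0207 with lineage as a block and 0.0116 with the library run as a covariate. The library runs are the 3 prefixes of the library names, and lineage 3 is the only one whose libraries are all of 1 run.

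The genes named were fixed by a rule. It takes the genes that the paper names as measured in these gonads, the TGF-β list, the genes of Table S5, the 9 highest and 9 lowest within-class scores, and the 5 largest rises and 5 largest falls in F4 sterile against P0 gonads among genes with an adjusted p under 0.05 that changed the same way in every lineage. The rule, the comparisons and their statistics, the lists of marker genes and the alternatives named next, apart from those given as added, were set before the data were examined.

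The alternatives for the counts of genes were DESeq2's Wald test, edgeR with RLE size factors, TMM over autosomal genes only, no filter (every gene with at least 1 count), lineage as a block, the library run as a covariate, a fit to only the 6 samples compared, an adjusted p under 1e-06 and leaving out each sample. For the multivariate analyses they were expression cutoffs of 4 and 6, log2(x + 0.5), log2(x + 8), TMM-scaled counts, size factors over autosomal genes only, the genes kept for the within-class analysis in place of all genes, F2 to F4 sterile as the last change, lists of 100 and 25 contributors, and leaving out each lineage. Added after seeing the data were DESeq2 with an adjusted p under 1e-06, protein-coding genes only, the authors' deposited normalized values, and the last 2 together. An exploratory run made before the main analysis used the authors' deposited normalized values. The main analysis keeps the size factors computed from the deposited counts, as set at the start.

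Coordinates and chromosomes are those of the authors' deposited table (WS220). Symbols came from a table of gene identifiers, in which all 45461 genes, transcripts and pseudogenes counted had an entry, and biotypes and overlaps between genes from Ensembl annotation release 115. Lists of contributors and their classes came from the paper's supplementary files, in which the sheet of all scores holds 1998 genes in the copy used here. Lists of marker genes were written for intestine, body wall muscle, hypodermis, neurons, sperm, somatic gonad sheath and spermatheca, oocyte and late germline, and mitotic and early meiotic germline. The RNAi, microscopy and chromatin experiments have no samples among these libraries and were not analysed here. Overlap tests on lists from other studies were not recomputed, because the sheet of all scores is incomplete.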

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

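The test of overlapping genes was set before its result was seen, and the gene classes listed here were counted afterwards.

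The paper's text discusses genes as a whole and does not treat non-coding genes and pseudogenes separately, among which a signal above that of the P0 samples was found. In F4 sterile against P0 gonads, 65 of the 579 tested genes without a protein-coding annotation were higher at an adjusted p under 0.05, and 131 were lower. In F2 fertile gonads 12 were higher and 5 lower. The 65 are 11.23% of the 579, against 27.5% of the 8167 protein-coding genes, so a rise was rarer among them. They comprise 34 of 159 genes that the annotation does not hold, 23 of 293 pseudogenes, 7 of 38 ncRNAs and 1 of 5 lincRNAs. On the X chromosome lie 14 of the 65. By their values, 2 genes were singled out after these were seen. Both are among the genes that the annotation does not hold, so neither is shown to be non-coding or a pseudogene. *tag-310* (R10E4.2, chromosome III) rose from 11.9 to 114 CPM, a log2 fold change of 3.22 (standard error 0.26, edgeR adjusted p = 2.4e-06). C04E7.4 (chromosome X) was at the floor of counts in P0 gonads and had 3.47 CPM in F4 sterile gonads (edgeR adjusted p = 0.00067).

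Reads of an overlapping protein-coding gene argue against themselves as the whole source of the pattern. Of the 65, 20 overlap a protein-coding gene and 9 overlap one that is itself called higher, among them C04E7.4, while 45 overlap none. For those 9 the source of the reads stays open, since the strand setting of the counting is not stated. The genes that the annotation does not hold are listed in WS220 without a class in the current release, and some of them may be protein-coding genes under another name, so that the count of 65 is an upper limit for non-coding genes and pseudogenes. Reads shared between a pseudogene and its parent gene are reduced by the authors' use of uniquely mapping reads and were not tested. Whether the rise of these genes follows from the change of the germline in sterile animals, the difference that the design names, was not tested.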

How the results depend on the processing

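The tests with DESeq2 at an adjusted p under 1e-06, with protein-coding genes only, and with the authors' deposited normalized values were chosen after seeing the data, and the other settings of this part were set earlier.

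Of 52 results, 14 changed in no setting. The correlation of the first and the last change turned negative with F2 to F4 sterile as the last change. A count is named here when it moved by more than 1.5-fold, and another value when it left the range given by the spread of the lineages. The alternatives set earlier moved 85 values and left 192 as they were, leaving out samples moved 86 and left 124, and those chosen after seeing the data moved 22 and left 46. TMM over autosomal genes only and log2(x + 0.5) moved none. Unless the construction of a setting shows why a value moved, the cause was not tested.

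The numbers of genes called at an adjusted p under 0.05 stayed within 1.5-fold for F4 sterile against P0 gonads, where 2311 genes were higher (1742 to 2428 without single samples) and 1473 lower (1355 to 1666). Of genes lower in F2 gonads there were 116, and 232 with DESeq2, 185 with RLE size factors, 208 with every gene of at least 1 count, 199 with the library run as a covariate and 258 in a fit to the 6 samples compared. Without single samples the number lay between 33 (without the F2 sample of lineage 2) and 176 (without that of lineage 3). Genes higher in F2 gonads numbered 665, and between 256 (without the P0 sample of lineage 2) and 506 (without the F2 sample of lineage 3). In F4 fertile gonads 1194 were higher, and between 659 (without the P0 sample of lineage 2) and 1026 (without the F4 fertile sample of lineage 3). Lower there were 649, with 1032 in the fit to 6 samples and between 259 (without the F4 fertile sample of lineage 1) and 785 (without that of lineage 3). Fewer samples give less power by construction, which covers the lower counts, and the cause of the higher ones was not tested.

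At an adjusted p under 1e-05, in F2 gonads 4 genes were higher, and 110 with DESeq2, 243 with every gene of at least 1 count, 21 with the run as a covariate, 2 in the fit to 6 samples, 0 at 1e-06 (1455 at an unadjusted p under 0.05), 85 with DESeq2 at 1e-06 and 0 to 3 without single samples. Lower were 2, and 18 with DESeq2, 25 with every gene of at least 1 count, 0 at 1e-06 (536 unadjusted), 14 with DESeq2 at 1e-06 and 0 to 1 without single samples. In F4 fertile gonads 10 were higher, and 258 with DESeq2, 388 with every gene of at least 1 count, 88 with the run, 4 at 1e-06, 182 with DESeq2 at 1e-06 and between 3 (without the P0 sample of lineage 2) and 8 (without the F4 fertile sample of lineage 3). Lower were 2, and 59 with DESeq2, 117 with every gene of at least 1 count, 4 with the run, 37 with DESeq2 at 1e-06 and 1 to 2 without single samples.

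In F4 sterile gonads 115 genes were higher at 1e-05, and 722 with DESeq2, 909 with every gene of at least 1 count, 387 with the run, 5 in the fit to 6 samples, 10 at 1e-06 and 590 with DESeq2 at 1e-06. Without single samples the number lay between 6 (without the P0 sample of lineage 2) and 200 (without the F4 sterile sample of lineage 1). Lower were 15, and 340 with DESeq2, 478 with every gene of at least 1 count, 48 with the run, 0 in the fit to 6 samples (1131 at 0.05), 2 at 1e-06 and 239 with DESeq2 at 1e-06. Without single samples it lay between 2 (without the P0 sample of lineage 1) and 15 (without the F4 sterile sample of lineage 1). A stricter threshold and fewer samples lower a count by construction.

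Between F4 fertile and F4 sterile gonads 249 genes were higher. The number was 510 with DESeq2, 770 with every gene of at least 1 count, 897 with the run as a covariate and 0 in the fit to 6 samples (965 at an unadjusted p under 0.05). Without single samples it lay between 2 (without the F4 fertile sample of lineage 3) and 855 (without the F4 sterile sample of lineage 1). Lower were 38, and 144 with DESeq2, 237 with every gene of at least 1 count, 277 with the run and 0 in the fit to 6 samples (458 unadjusted). Without the F4 sterile sample of lineage 1 it was 357, and it was 0 without the F4 fertile sample of lineage 2 (441 unadjusted) or of lineage 3 (576 unadjusted). With lineage as a block 476 genes were higher and 127 lower, among them all 287 called without it. Beyond these counts and those of the TGF-β list below, the block moved none of the 52 results, and it changed the call of 4, 2, 0 and 14 of the 78 tested genes named in F2, F4 fertile and F4 sterile against P0 gonads and between F4 fertile and F4 sterile gonads.

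Between F2 and F4 fertile gonads 1 gene was higher, and 4 with DESeq2, 61 with every gene of at least 1 count, 9 with the run and 0 to 2 without single samples (266 and 243 unadjusted without the F2 samples of lineages 1 and 2). Lower were 0 (502 unadjusted), and 7 with DESeq2, 76 with every gene of at least 1 count and 1 with the run. At an unadjusted p under 0.05 there were 453 with RLE size factors, 440 with TMM over autosomal genes, 604 with lineage as a block and 451 in the fit to 6 samples. Without single samples 0 were lower too, and unadjusted these were 236, 313 and 588 without the F4 fertile samples of lineages 1, 2 and 3, and 443, 374 and 343 without the F2 samples.

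On the principal component analysis the first component held 29.9% of the variance, and 58.5% over the genes kept for the within-class analysis, 48.8% with log2(x + 8), 27.3% without lineage 2 and 40.1% without lineage 1. The second held 13.02%, and between 12.7% (without lineage 1) and 18.96% (without lineage 3). Distances over all genes depend by construction on the number of genes and on the constant added before the logarithm. From P0 to F2 the mean distance was 142.3, and 62.8 over the kept genes, 59.8 with log2(x + 8), 126.7 with protein-coding genes only, 131.9 with the authors' deposited normalized values and 117.9 with both, and between 137.1 (without lineage 2) and 146.8 (without lineage 1). To F4 fertile it was 147.2, and 72.04 over the kept genes, 67.5 with log2(x + 8), 148.4 with TMM-scaled counts, 132.3 with protein-coding genes, 137.2 with the authors' values and 123.8 with both, and between 143.5 (without lineage 2) and 153.0 (without lineage 1). To F4 sterile it was 179.3, and 103.8 over the kept genes and 94.97 with log2(x + 8).

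Between lineages the mean distance in P0 was 133.1, and 43.7 over the kept genes, 44.7 with log2(x + 8), 116.6 with protein-coding genes, 122.2 with the authors' values and 107.4 with both, and between 129.2 (without lineage 2) and 136.8 (without lineage 3). In F2 it was 126.9, and in the same order 40.7, 46.3, 110.5, 116.55 and 101.99, and between 116.6 (without lineage 3) and 134.99 (without lineage 2). In F4 fertile samples it was 126.1, and in the same order 44.70, 48.3, 111.9, 116.2 and 103.4, and between 123.03 (without lineage 3) and 129.97 (without lineage 2). In F4 sterile samples it was 141.7, and 58.46 over the kept genes, 64.9 with log2(x + 8), 120.2 with the authors' values for protein-coding genes, and between 119.9 (without lineage 2) and 158.8 (without lineage 3).

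The correlation of the changes from P0 to F2 and from F4 fertile to F4 sterile was 0.123, and 0.373 over the kept genes and 0.290 with log2(x + 8). With F2 to F4 sterile as the last change it was -0.229, where both changes share the F2 sample with opposite signs. The clustering statistic was 0.0576, and 0.980 over the kept genes, 0.971 with log2(x + 8) and 1.53 with F2 to F4 sterile, and between 0.0876 (without lineage 1) and 0.218 (without lineage 3).

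Positive within-class scores were 47.2% of all, and 51.2% with an expression cutoff of 4, 42.97% with 6 and 52.8% with size factors over autosomal genes only. The X-minus-autosome difference of the median scores was 0.0183, and 0.0151 with a cutoff of 4 and 0.0231 with 6. From F2 to F4 fertile the lineages covered 10.9% of the path, and between 9.20% (without lineage 3) and 19.3% (without lineage 2). From F4 fertile to F4 sterile they covered 41.5%, and between 32.7% (without lineage 2) and 44.4% (without lineage 1). In a lineage left out, upregulated contributors of the others rose by 1.04 from P0 to F2 and by 0.840 from F4 fertile to F4 sterile, and downregulated ones changed by -0.319 from P0 to F2. With lists of 100 and 25 these were 1.46, 1.26 and -0.893, since by construction shorter lists hold more extreme genes.

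The X-minus-autosome difference of the median log2 fold changes was lower with every gene of at least 1 count, at 0.457 in place of 0.815 in F2, 0.219 in place of 0.918 in F4 fertile and 0.993 in place of 1.66 in F4 sterile gonads. Between F4 fertile and F4 sterile gonads it was 0.736, and between 0.464 (without the F4 sterile sample of lineage 2) and 0.916 (without that of lineage 1). Of the TGF-β list 1 gene was called between F4 fertile and F4 sterile gonads, and 4 with DESeq2, 4 with every gene of at least 1 count, 3 with lineage as a block and 6 with the run, and between 0 (without the F4 sterile sample of lineage 2) and 5 (without that of lineage 1). In F2 gonads 10 of the list were called, and between 3 (without the P0 sample of lineage 2) and 6 without single samples.

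The 25 results on single genes were tried in 300 fits, and 296 gave the same call. The other 4 were *sma-3* in F2 gonads, which lost its call without the F2 sample of lineage 1 (log2 fold change 2.06, edgeR adjusted p = 0.137) or 2 (2.59, 0.0958) and without the P0 sample of lineage 2 (2.11, 0.119) or 3 (2.23, 0.135), in a range of 0.0014 to 0.14 over all settings. Over all 78 tested genes named, the call in F4 sterile against P0 gonads was the same in 922 of 936 fits, and in 818 of 935 in F2, 853 of 935 in F4 fertile and 724 of 936 between F4 fertile and F4 sterile gonads. Its direction reversed in 3, 3, 14 and 16 of these fits. Depth limits the genes that can be tested, since 3 counts equal between 0.283 and 0.895 CPM in these libraries.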

Differences from the paper's values

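Each difference is given with the alternatives set before the data were examined, while the tests with DESeq2 at an adjusted p under 1e-06 and with the authors' deposited normalized values were chosen after the results were seen.

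The paper gives the number of genes called in F4 sterile gonads as 3 times that in F4 fertile gonads. Here the ratio was 10.8 at an adjusted p under 1e-05. It fell within 1.5-fold of the paper's value with DESeq2's Wald test (3.35), with every gene of at least 1 count tested (2.75), at an adjusted p under 1e-06 (2.00) and without the P0 sample of lineage 3 (2.00). It did not with RLE size factors (10.7), TMM over autosomal genes (10.7), lineage as a block (10.4), the library run as a covariate (4.73), only the 6 samples compared (0.455), or without the P0 sample of lineage 1 (1.67) or 2 (1.80). DESeq2 with an adjusted p under 1e-06, chosen after seeing the values, gave 3.79. In the authors' deposited table the ratio is 3.55 at 1e-05 and 3.91 at 1e-06.

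Fig. 1B of the paper, read by eye, shows about 75 genes higher and about 10 lower in F2 fertile gonads, about 160 higher and about 34 lower in F4 fertile gonads, and about 560 higher and about 220 lower in F4 sterile gonads. The counts here were 4 and 2, 10 and 2, and 115 and 15 at an adjusted p under 1e-05. With DESeq2's Wald test the higher genes in F2 (110) and F4 sterile gonads (722) came within 1.5-fold of the paper's values, and with the library run as a covariate the higher genes in F4 sterile gonads did (387). The lower genes in F2 gonads and both counts in F4 fertile gonads came within it under none of the alternatives set before the data were examined, and neither did the lower genes in F4 sterile gonads. DESeq2 with an adjusted p under 1e-06, chosen after seeing the values, brought all 6 counts within it, with 85 and 14, 182 and 37, and 590 and 239. In the authors' deposited table the counts at 1e-06 are 75 and 10, 164 and 34, and 556 and 218.

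The paper's other values were met within 1.5-fold or 1 standard deviation of the lineages by the values computed here, and differed under some alternatives. The paper counts 9 downregulated contributors on the X chromosome against 13 here, and the number was 16 with an expression cutoff of 4, 24 without lineage 2 and 15 without lineage 3. The paper's score of *glp-1* is 0.0054 against 0.00499 here, and it was 0.0084 without lineage 2. The paper's figure gives 34% of the variance for the first principal component of all genes, against 29.9% here. Over the genes kept for the within-class analysis it was 58.5%.

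The paper describes more genes with a positive than with a negative score. Here 47.2% of the scores were positive. The share was above 50% with an expression cutoff of 4 (51.2%) and with size factors over autosomal genes only (52.8%), and below it in the other alternatives.

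The paper orders the spread of the lineages as larger in F4 fertile than in P0 or F2 samples, from the plot of the first 2 components. In that plane the order here was the same. Over all genes it was not, with a mean distance between lineages of 133.1 in P0, 126.9 in F2 and 126.1 in F4 fertile samples. Of the alternatives set before the data were examined, the genes kept for the within-class analysis (44.7 in F4 fertile against 43.7 in P0 and 40.7 in F2 samples) and log2(x + 8) (48.3 against 44.7 and 46.3) gave the paper's order.

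The paper states that no TGF-β ligand is among the contributors. *daf-7* is in the paper's supplementary list of downregulated contributors, and its score here was -0.0088, rank 7491 of 7780.

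For the TGF-β genes the paper states a rise from P0 to F2 in all lineages, and *daf-12* rose in 2 here. It states a larger rise in F4 sterile than in F4 fertile gonads in at least 2 lineages, and *sma-10* had it in 1. By the scores computed here *sma-9* ranked 1512 and *daf-4* 1534, outside the limits that the paper gives for them. These statements were not tried under the alternatives.

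The contributors computed here share 1094 genes with the paper's lists. With the authors' deposited normalized values, chosen after seeing the values, 982 of the upregulated and 203 of the downregulated contributors were shared.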

Other observations

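The tests of the library run on the principal components and on the correlations of lineages 1 and 3, of library depth on the first component, of lineage 2, of tissue lists against the rise of X-linked genes, of the RNAi genes with those of TGF-β signaling, of chromosome III, of *glp-1*, of the intestinal and muscle lists and of a general fall of germline transcripts were chosen after the results were seen, and the others were set before.

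For every number of genes called between 2 groups, the 6 samples can be parted into 3 and 3 in 10 ways, which allows no p-value below 0.1. The grouping by generation gave the largest number, in 1 of 10 splits, for all comparisons but one. Genes lower in F4 fertile than in F2 gonads numbered 0 in 10 of 10 splits. A random grouping of the samples and the generation cannot be told apart by this test, because 3 samples per group leave too few splits. The highest number in any other split was 0, or 1 for genes higher in F4 sterile than in F4 fertile gonads. F2, F4 fertile and F4 sterile gonads were compared with the same 3 P0 samples, so their log2 fold changes correlate without any change. The correlation between F2 and F4 sterile gonads was 0.844, against 0.550 in 20 simulations without change. In those simulations a mean of 0 genes was called higher in both F2 and F4 sterile gonads, against 647 in the data. For F2 and F4 fertile gonads the numbers were 0 and 625. The simulated samples are independent, so by construction almost no gene is called in both groups. These values thus argue only against independent variation between samples as the source of the genes higher than in P0 gonads. They do not cover a grouping that coincides with the run or another structure of the samples. The lower genes and the comparisons without P0 are not covered either.

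The changes from P0 to F2 and from F4 fertile to F4 sterile lay together on the plot of expression differences, which the paper reads as priming. The paper does not discuss that each of them shares a sample, with the opposite sign, with the change between them. Random numbers without any change gave a clustering statistic of 0.0370, against 0.0576 in the data. The real order of the groups was among the 2 smallest of 24 orders over all genes, but 12 of 24 orders were as small over the genes kept for the within-class analysis. Priming and the sharing of samples cannot be told apart here, because the construction of the differences alone gives a statistic as small as that of the data. A series with separate pools of F2 and F4 gonads for each difference would separate them.

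The correlation of these changes across genes does not share samples within a lineage. Over all genes it was 0.123 in the mean of the lineages. In lineages 1 and 3 each of the changes compares samples of 1 run, so that a difference between runs cannot enter them. There the mean correlation was 0.0826 over all genes (0.103 and 0.0622) and 0.311 over the genes kept for the within-class analysis (0.359 and 0.263), which excludes the run as its cause in these lineages. For the correlation over all lineages, a share of the run and a change within lineages cannot be told apart, since lineage 2, with the highest value (0.204), has its P0 and F2 samples in different runs, and the value of lineage 3 alone, whose libraries are all of 1 run, has no spread. Between changes of different lineages the mean over all genes was 0.0990 (0.0532 to 0.131), and so a change common to all lineages has the values that it would need and is not excluded. A test in further lineages sequenced in a single run would show what each lineage adds.

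The paper reads the dispersion of lineages on the principal component plot as lineages having largely distinct sets of genes. The library run explained 86.7% of the within-group variance on the first component, and a run effect has the values it would need. The runs also differ in depth without overlap, with totals of 3456068 to 4730940, 5278394 to 5992314 and 7119256 to 10335794. The 86.7% is thus a share of run and depth together. Lineage 2 has its F2 and both F4 samples in another run than its P0 sample. At a common depth 84.1% or more of the distance between lineages over all genes remained, which excludes differences in depth as its main source. On the first component depth carried more. In 20 thinnings between 35.9% and 40.9% of the range of the P0 samples was left, between 68.9% and 75.5% in F2, between 62.4% and 70.6% in F4 fertile and between 90.6% and 94.2% in F4 sterile samples. Depth is thus excluded as the whole source in F4 sterile samples, whose range at the common depth was 86.7, against 16.8 in P0 samples. In F2 and F4 fertile samples a part of the range went with depth. For P0, F2 and F4 fertile samples depth and other sources cannot be told apart. The reason is that what counting noise alone leaves on this axis was not measured. Run and lineage are partly the same samples, with only 2 pairs of the same group within a run, so that the dispersion may not be a property of the lineages. The same libraries sequenced together would decide it.

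Lineage 2 made the longest step from P0 to F2 on the within-class component, 62.8 against 37.4 and 36.2. Measured from the P0 sample of lineage 1, which is of the run of that F2 sample, the step was 45.4. With the P0 samples of lineages 2 and 3, lineage 1 made steps of 54.9 and 46.3. A run effect and a larger change in lineage 2 cannot be told apart, since replacing the P0 sample changes lineage and run together.

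Fewer genes passed the expression cutoff with the authors' deposited normalized values (7514) than with size factors computed from the 12 samples (7780). The median ratio of the 2 sets of size factors was 1.20. With the size factors multiplied by that ratio 7492 genes passed, so that the overall scale has the value it would need. The paper does not state over which samples its size factors were computed, and a log transform with a fixed cutoff depends on that choice.

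X-linked genes rose more than autosomal genes, and the difference of the medians in F4 sterile against P0 gonads was 1.66. Autosomal genes matched on mean expression rose by a median of 0.27, and those matched on length by 0.016, which excludes low expression and gene length. Within a library run the lowest rise of the difference was 0.549, which excludes the run. Contamination by intestine, whose list had a median of -0.035 in F4 sterile gonads, by body wall muscle in F2 gonads, where its list was at percentile 61.5, and by other tissue cannot be told apart from expression in germ cells, since the genes of the intestinal list went both ways, the neuronal list rose by a median of 2.56 and no list covers every tissue. In lineage 1 the mean log2 CPM of the muscle list fell from 3.74 in P0 to 2.32 in F4 fertile and 2.61 in F4 sterile gonads. That of the hypodermal list fell from 4.67 to 2.72 and 2.70. The X-minus-autosome difference rose there from -2.44 to -1.98 and -1.61, which argues against muscle and hypodermis as its source in these samples. In the F4 sterile sample of lineage 2 both lists lay above all P0 samples. TMM over autosomal genes only left the difference within the spread of the lineages. With every gene of at least 1 count tested the difference was smaller, 0.993 in F4 sterile gonads. Staining for active polymerase on the X chromosomes of F2 and F4 germ cells would decide it.

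Soma-specific contributors rose in dissected gonads, which can carry other tissue. The intestinal list had a median log2 fold change of -0.035 in F4 sterile against P0 gonads (9 of 12 genes, percentile 76.2 among random lists), with genes that went both ways. *cpr-1* was the intestinal gene called higher, from 4.10 to 21.2 CPM, while *vit-2* had 1159 CPM in P0 and 1131 in F4 sterile gonads and *vit-6* 1559 and 1498. In lineage 1 *vit-2* fell from 1152 to 346.1 CPM. Intestine and expression in germ cells cannot be told apart, because the high level of the vitellogenin genes in P0 gonads, with standard errors such as 0.49 for *vit-2*, would hide a small added share. The muscle list had a median of 0.30 and percentile 61.5 in F2 gonads, and 0.29 and 36.9 in F4 sterile gonads. In F4 fertile gonads it fell, with a median of -0.33 and percentile 0.6, while the soma-specific contributors rose by a median of 1.29. The intestinal and hypodermal lists had medians of -0.24 and -0.64 there, and the neuronal list 1.16. The mean log2 CPM of the muscle list fell there in lineages 1 and 2 but rose in lineage 3, from 3.14 in P0 to 3.69. Body wall muscle and expression in germ cells cannot be told apart in most samples, because the list rose slightly in F2 and F4 sterile gonads. The standard errors of its genes in F2 gonads, such as 0.47 for *unc-54*, also leave room for a larger rise. In lineage 1 the mean log2 CPM of the muscle list fell from 3.74 in P0 to 2.32 in F4 fertile and 2.61 in F4 sterile gonads. The soma-specific contributors rose there from 1.88 to 2.90 and 3.67, which argues against muscle as their source in these samples. In F4 sterile against P0 gonads the hypodermal list had a median of 0.20 (percentile 53.2, 3 of 8 genes tested), and the list of sheath and spermatheca 0.29 (percentile 37.9, 6 of 11 tested, 2 called higher and 2 lower). All 5 tested genes of the 10 of the neuronal list were higher, with a median of 2.56 (percentile 99.3), and of the 10 sperm genes 0 passed the expression filter. A gene tested at all has counts in these gonads, and on the X chromosome lie 6 of the intestinal, 5 of the muscle, 2 of the hypodermal and 3 of the sheath and spermatheca genes, which can rise with that chromosome. *unc-54* had 42.4 CPM in P0 and 46.5 in F4 sterile gonads, and *act-4* 93.6 and 179.1. No test here separates neurons carried along from neuronal genes expressed in germ cells. For *daf-5* and *sma-3*, the paper reports smFISH signal in most F4 germ cells and none in P0.

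Contamination also stays open for F4 sterile against F4 fertile gonads. In F4 sterile against F4 fertile gonads the intestinal list had a median of 0.38 (percentile 99.98), the muscle list 0.76 (98.7), the hypodermal list 0.87 (97.1) and the neuronal list 1.10 (98.1), against 0.33 (63.6) for sheath and spermatheca. In lineages 1, 2 and 3 the medians were -0.24, 0.92 and -0.08 for intestine, 0.22, 1.64 and -0.34 for muscle, and 0.21, 2.21 and -0.62 for hypodermis. For neurons they were 0.70, 0.97 and 0.37. The rise of the first 3 lists over F4 fertile gonads is thus carried by lineage 2, whose F4 sterile sample may hold more tissue from outside the gonad. Without that sample the X-minus-autosome difference of this comparison was 0.464 in place of 0.736. Part of the rise of the lists comes from lower values in F4 fertile gonads, where the muscle list had a median of -0.33 against P0 (percentile 0.6). In situ hybridization for a muscle and an intestinal gene in sterile gonads would decide between contamination and expression in germ cells.

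Genes of the oocyte and late germline list fell in F4 sterile against P0 gonads, with a median of -0.24 (percentile 42.5, 3 of 10 genes called lower). The mitotic and early meiotic list had -0.29 (percentile 3.25, 6 of 11 called lower and 2 higher), and a general fall of germline transcripts has the value it would need. Against F4 fertile gonads the oocyte list fell by 0.33, with percentile 0.01 and medians of -0.17, -0.65 and -0.20 in the lineages. Fewer oocytes in sterile animals, which the design selects for, could give this without a change within any cell. The general fall of -0.29 keeps both possible. Counts of germ cells per zone in the dissected gonads would show it.

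*glp-1* was higher than in P0 in all homozygous gonads and changed by -0.075 between F4 fertile and F4 sterile gonads. The P0 animals carry a balancer of chromosome III, where *glp-1* lies, and the paper does not discuss the balancer. A difference between the 2 chromosomes III of the P0 animals and an effect of *set-2* cannot be told apart, because no wild-type or balanced *set-2*(+) sample is among these libraries. The same holds for other genes of chromosome III, such as *tyr-2* and Y49E10.4. Of the 1700 genes tested on the chromosome, 7.00% were called in F2 gonads, against 6.06% on the other autosomes, a ratio of 1.16 (Fisher's exact test, p = 0.157). Called higher were 6.12% against 4.40% (Fisher's exact test, p = 0.0045) and lower 0.88% against 1.66% (Fisher's exact test, p = 0.017). In F4 fertile gonads these were 12.4% against 9.30% (Fisher's exact test, p = 0.00029) and 6.76% against 8.64% (Fisher's exact test, p = 0.0125), and in F4 sterile gonads 22.1% against 20.07% (Fisher's exact test, p = 0.077) and 16.1% against 19.5% (Fisher's exact test, p = 0.0012). Between F4 fertile and F4 sterile gonads 1.53% against 1.99% were called (Fisher's exact test, p = 0.23). These cannot be told apart from an effect of the balancer for the same reason, and a P0 sample without it would answer both.

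Genes whose knock-down delayed sterility did not differ detectably in their rise from those that the paper describes as without a significant effect. The difference of the medians in F4 sterile against P0 gonads was -0.28 (exact permutation test, p = 0.558), for 9 genes with a delay and 8 without. Between F4 fertile and F4 sterile gonads it was 0.87 (exact permutation test, p = 0.086). With the 6 TGF-β genes of that table, whose knock-down also delayed sterility, the differences were -0.36 (exact permutation test, p = 0.375) and 0.14 (exact permutation test, p = 0.704), for 15 genes with a delay. A link between the size of the rise and the RNAi result and its absence cannot be told apart with so few genes.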
